# Initiation of scutellum-derived callus is regulated by an embryo-like developmental pathway in rice

**DOI:** 10.1038/s42003-023-04835-w

**Published:** 2023-04-25

**Authors:** Fu Guo, Hua Wang, Guiwei Lian, Gui Cai, Wu Liu, Haidao Zhang, Dandan Li, Chun Zhou, Ning Han, Muyuan Zhu, Yinghua Su, Pil Joon Seo, Lin Xu, Hongwu Bian

**Keywords:** Plant regeneration, Plant stem cell

## Abstract

In rice (*Oryza sativa*) tissue culture, callus can be induced from the scutellum in embryo or from the vasculature of non-embryonic organs such as leaves, nodes, or roots. Here we show that the auxin signaling pathway triggers cell division in the epidermis of the scutellum to form an embryo-like structure, which leads to callus formation. Our transcriptome data show that embryo-, stem cell-, and auxin-related genes are upregulated during scutellum-derived callus initiation. Among those genes, the embryo-specific gene *OsLEC1* is activated by auxin and involved in scutellum-derived callus initiation. However, *OsLEC1* is not required for vasculature-derived callus initiation from roots. In addition, *OsIAA11* and *OsCRL1*, which are involved in root development, are required for vasculature-derived callus formation but not for scutellum-derived callus formation. Overall, our data indicate that scutellum-derived callus initiation is regulated by an embryo-like development program, and this is different from vasculature-derived callus initiation which borrows a root development program.

## Abstract (web summary)

Molecular and cellular characterization of callus formed from the rice scutellum reveals involvement of an embryo-like developmental program, in contrast to callus formed from the vasculature, which is regulated by genes involved in root organogenesis.

## Introduction

Callus is a group of fast-dividing parenchyma cells, and many types of callus could be formed in tissue culture or upon wounding^1–3^. Studies in the dicot model plant *Arabidopsis thaliana* and the monocot model plant rice (*Oryza sativa*) indicated that callus could be induced from different regeneration-competent cells of explants in tissue culture. For example, the vascular adult stem cells may serve as regeneration-competent cells to initiate callus (hereafter described as vasculature-derived callus) in *Arabidopsis*^4–7^ and rice^7^, and the epidermal cells of the rice scutellum, which is the rice cotyledon in embryo, can also act as regeneration-competent cells responsible for the initiation of callus^8,9^ (hereafter described as scutellum-derived callus).

Initiation of the vasculature-derived callus borrows the root developmental pathway^4–7,10–16^. In *Arabidopsis*, lateral or adventitious roots are initiated from adult stem cells in vasculature, e.g., xylem pole pericycle cells in roots or procambium and some vascular parenchyma cells in leaves, and those adult stem cells are responsible for the initiation of vasculature-derived callus in tissue culture^4–7,17^. In rice, vasculature-derived callus can be initiated from outer bundle sheath cells in the immature region of leaves or from phloem-pole pericycle cells in roots^7^, and the phloem-pole pericycle cells also initiate lateral roots in rice root system formation.

The cellular structure of vasculature-derived callus resembles the root primordium (RP) and root apical meristem (RAM)^6,7,13^. Studies in *Arabidopsis* revealed that many genes related to RP/RAM are highly expressed in vascular-derived callus, including the WUSCHEL-RELATED HOMEOBOX (WOX) transcription factor family genes *AtWOX5* and *AtWOX7* (*AtWOX5*/*7*) and the APETALA2 (AP2)-like transcription factor family genes *PLETHORA1* and *2* (*AtPLT1*/*2*) and *AtPLT3*/*5*/*7*^6,13,14,18,19^. In rice, *OsWOX5* is also highly expressed in vasculature-derived callus^7^.

In rice tissue culture, scutellum-derived callus is initiated from the epidermal cells of the scutellum^8,9^. Genetic, transcriptome, and epigenome analyses have revealed many gene networks in the formation of scutellum-derived callus in rice^9,20–23^. However, our knowledge on scutellum-derived callus formation in rice is still limited, and the developmental and molecular strategies adopted in scutellum-derived callus formation in comparison with vasculature-derived callus formation need to be explored. In this study, we propose that scutellum-derived callus initiation might borrow the embryo development program in rice.

## Results

### Auxin signaling pathway mediates scutellum-derived callus initiation

To study the role of auxin in scutellum-derived callus formation, we cultured mature seeds of wild-type rice on callus-inducing medium (CIM) with a high level of auxin. Many calli were visible to the naked eye at 20 days of culture (Fig. 1a). Overexpression of *OsMicroRNA393a* (*35S*_*pro*_*:OsMIR393a*) and *OsMIR393b* (*35S*_*pro*_*:OsMIR393b*), which can target and degrade the mRNA of the auxin receptor genes *TRANSPORT INHIBITOR RESPONSE1* (*OsTIR1*) and *AUXIN SIGNALING F BOX PROTEIN2* (*OsAFB2*)^24^, resulted in the loss of scutellum-derived callus formation on CIM^25^ (Fig. 1b, c; Supplementary Fig. 1). Similarly, double mutations in *OsTIR1* and *OsAFB2*^24^ also led to defects in scutellum-derived callus formation (Fig. 1d; Supplementary Fig. 1). Therefore, auxin could be the key hormone that triggers scutellum-derived callus formation in rice.

**Fig. 1:**
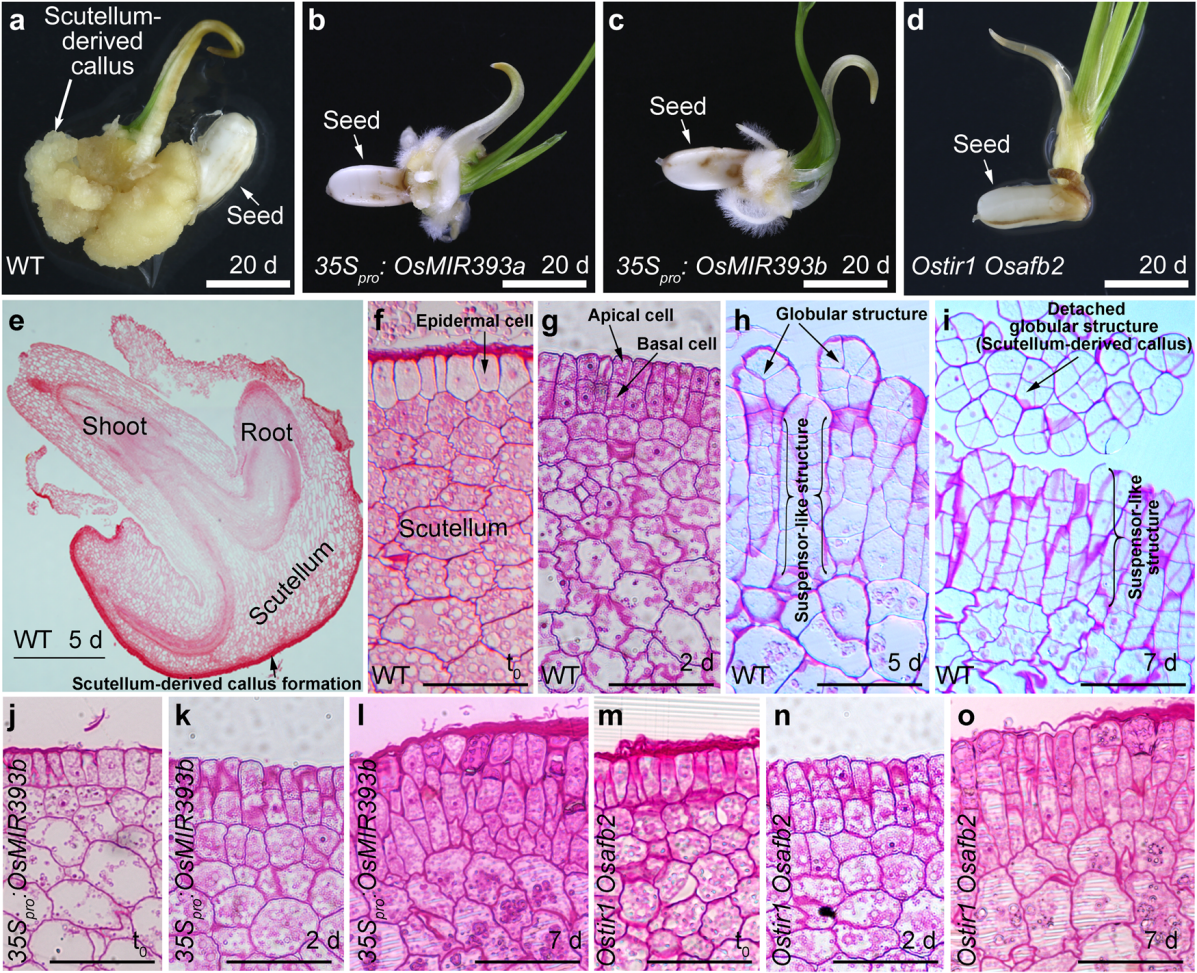
Developmental framework of auxin-mediated callus formation from scutellum in rice. **a**–**d** Tissue culture of rice mature seeds from wild-type (WT) (**a**), *35S*_*pro*_*:OsMIR393a* (**b**), *35S*_*pro*_*:OsMIR393b* (**c**), and *Ostir1 Osafb2* (**d**) on CIM for 20 d. We tested more than 90 wild-type seeds, and all of them formed scutellum-derived callus. We tested more than 30 seeds from *35S*_*pro*_*:OsMIR393a*, *35S*_*pro*_*:OsMIR393b*, or *Ostir1 Osafb2*, and none of them formed scutellum-derived callus. **e**–**i** Sections showing callus formation from scutellum (**e**) of wild-type rice seeds on CIM at t_0_ (**f**), 2 d (**g**), 5 d (**e**, **h**), and 7 d (**i**). See Supplementary Fig. 2 for details. **j**–**o** Sections showing cell division from scutellum of *35S*_*pro*_*:OsMIR393b* (**j**–**l**) and *Ostir1 Osafb2* (**m**–**o**) seeds on CIM at t_0_ (**j**, **m**), 2 d (**k**, **n**), and 7 d (**l**, **o**). Scale bars, 5 mm (**a**–**d**), 500 μm (**e**), 50 μm (**f**–**o**).

To study the cellular origin and developmental progress during scutellum-derived callus initiation, we analyzed sections of wild-type mature seeds on CIM. Callus was initiated from the epidermal cells of the scutellum (Fig. 1e)^8^. The epidermal cell started to divide at 2 days of culture on CIM, resulting in an apical cell and a basal cell (Fig. 1f, g; Supplementary Fig. 2). The apical and basal cells continued to divide and form an embryo-like structure, in which the apical cell had formed a globular structure and the basal cell had formed a suspensor-like structure at 5 days of culture on CIM (Fig. 1h; Supplementary Fig. 2). Cell division continued in the globular structure, which gradually detached from the suspensor-like structure (Fig. 1i; Supplementary Fig. 2). The detached globular structure continued cell division to form the scutellum-derived callus (Fig. 1i; Supplementary Fig. 2).

Cell division occurred in the epidermal cells of *35S*_*pro*_*:OsMIR393b* and the *Ostir1 Osafb2* double mutant (Fig. 1j–o), but the dividing cells could not further develop to form the embryo-like structure (Fig. 1l, o). Therefore, no scutellum-derived callus could be formed and detached from the scutellum.

To confirm that the auxin signaling pathway is essential for rice scutellum-derived callus formation on CIM, we created the mutations in *AUXIN RESPONSE FACTOR5* (*OsARF5*) by CRISPR/Cas9 (Supplementary Fig. 3). The *Osarf5* mutants showed partially defective formation of scutellum-derived callus (Fig. 2).

**Fig. 2:**
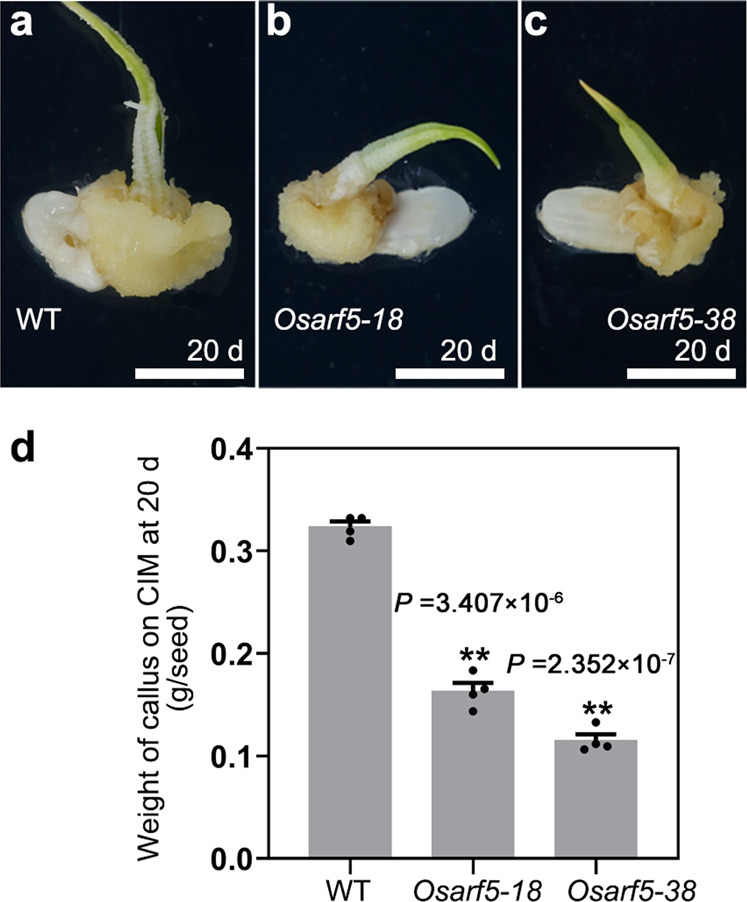
OsARF5 is involved in scutellum-derived callus formation. **a**–**c** Phenotype of callus formation from the scutella of wild-type (**a**) *Osarf5-18* (**b**) and *Osarf5-38* (**c**) on CIM at 20 d. **d** Statistical analysis of scutellum-derived callus formation in wild-type, *Osarf5-18*, and *Osarf5-38* on CIM at 20 d. The individual values are indicated by dots. The data are presented as mean values ± s.e.m. from four biological replicates (10 calli in each replicate). **P < 0.01 in two-sided Student’s *t*-test. Scale bars, 5 mm (**a**–**c**).

Analysis of the β-glucuronidase (GUS) marker line *DR5*_*pro*_*:GUS* showed that the auxin response was not activated in the scutellum before tissue culture (Supplementary Fig. 4a, b, f, g), and was highly active in the dividing cells in the epidermis of the scutellum (Supplementary Fig. 4c–e, h–j) and in the detached globular structure (i.e. scutellum-derived callus) (Supplementary Fig. 4e). Analysis of *OsTIR1*_*pro*_*:GUS* showed that *OsTIR1* was expressed in the scutellum at all stages in tissue culture (Supplementary Fig. 4k–t).

Overall, these data indicate that the auxin signaling pathway is required for the proper cell division of the scutellum epidermal cell to initiate an embryo-like structure, which leads to the formation of scutellum-derived callus.

### Initiation of scutellum-derived and vasculature-derived calli adopts different molecular strategies

We next tested whether scutellum-derived callus formation and vasculature-derived callus formation share similar genetic pathways in rice. Scutellum-derived callus showed positive staining of Sudan red (Fig. 3a), while vasculature-derived callus formed from the root explant did not (Fig. 3b), indicating that scutellum-derived callus but not vasculature-derived callus has the embryo-like cell identity that is abundant in lipids. The *indole-3-acetic acid inducible11* (*Osiaa11*) mutant, which is defective in lateral root formation^26^, showed defective vasculature-derived callus formation from the primary root on CIM (Fig. 3c, d). The *crown rootless1* (*Oscrl1*) mutant, which is defective in adventitious root formation from the node^27^, showed defective vasculature-derived callus formation from the node on CIM (Fig. 3e, f). However, normal scutellum-derived callus was able to be produced from the mature seeds of both *Osiaa11* and *Oscrl1* culture on CIM (Fig. 3g, h). In addition, the vasculature-derived callus marker gene *OsWOX5*^7^, which is a root apical stem cell niche-related gene^28,29^, was not highly induced during the division of the scutellum epidermal cells in scutellum-derived callus initiation (Fig. 3i–k), while its expression was induced in the vasculature of the embryo to form vasculature-derived callus (Fig. 3l). These data indicate that rice vasculature-derived callus adopts *OsIAA11*/*OsCRL1*/*OsWOX5*-mediated root development program, while scutellum-derived callus does not.

**Fig. 3:**
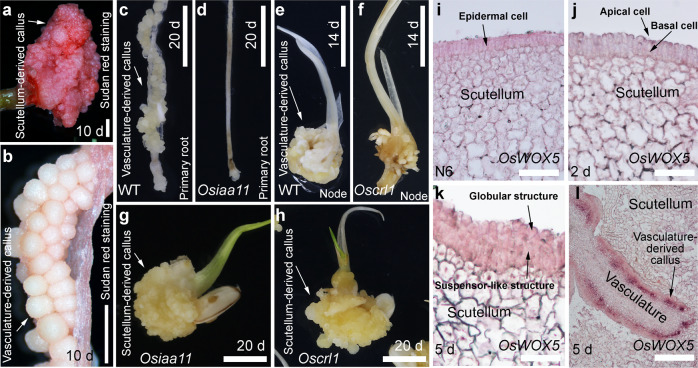
Analysis of scutellum-derived and vasculature-derived calli in rice. **a**, **b** Sudan red staining of scutellum-derived callus from mature seeds (**a**) or vasculature-derived callus from root (**b**) on CIM at 10 d. **c**, **d** Primary roots of wild-type (**c**) and *Osiaa11* (**d**) tissue-cultured on CIM for 20 d. **e**, **f** Nodes of wild-type (**e**) and *Oscrl1* (**f**) tissue-cultured on CIM for 14 d. **g**, **h** Seeds of *Osiaa11* (**g**) and *Oscrl1* (**h**) tissue-cultured on CIM for 20 d. **i**–**l** In situ hybridization using anti-*OsWOX5* probe in scutellum (**i**–**k**) and vasculature (**l**) of wild-type embryos in mature seeds at 2 d (**j**) or 5 d (**k**, **l**). Seeds cultured on N6 medium without hormone treatment for 2 d served as the control (**i**), because t_0_-seeds were dry and unsuitable for in situ hybridization. Some vasculatures in the embryo can initiate vasculature-derived callus with *OsWOX5* expression (**l**). Scale bars, 1 mm (**a**, **b**), 5 mm (**c**–**h**), 50 μm (**i**–**k**), 500 μm (**l**).

### Transcriptome framework of scutellum-derived callus formation

We carried out RNA-seq analysis using mature embryos of wild-type and *35S*_*pro*_*:OsMIR393b* at 2, 5 and 7 days of culture on CIM, compared with the control (Supplementary Fig. 5). 

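Scutella, the shield-shaped part of the grass embryo that lies against the endosperm, were taken from seeds of wild-type rice and of 35Spro:OsMIR393b, a line that overexpresses the microRNA miR393, which targets transcripts of the TIR1/AFB auxin receptors. The seeds had been cultured on callus-inducing medium (CIM) with 10 µM of the synthetic auxin 2,4-D for 2, 5 or 7 d, or on N6 medium without hormone for 2 d as the control. Each of the 8 groups had 3 libraries, described in Supplementary Fig. 5 as biological replicates, and each sample was made from 10 seeds. The results text names mature embryos as the source of the RNA, and the legend of Fig. 4 and the methods name scutella. Because the N6 control was taken at 2 d only, medium and culture time change together in every comparison at 5 and 7 d.
The authors trimmed the reads, aligned them to the IRGSP-1.0 genome and estimated expression per gene with StringTie, and they deposited estimated counts and FPKM values for 38866 genes in each of the 24 libraries. Total counts in wild-type ranged from 63859992 to 67475155 on N6 (median 64582283), from 50341636 to 64840111 on CIM at 2 d (median 64533498). They ranged from 64080260 to 64875475 at 5 d (median 64517180) and from 61554276 to 69702164 at 7 d (median 65345981). In 35Spro:OsMIR393b they ranged from 62487300 to 69957571 on N6 (median 64161834), from 62760557 to 67994361 on CIM at 2 d (median 63219267), and from 66692530 to 70796624 at 5 d (median 66891781) and from 67987006 to 70426256 at 7 d (median 68474115). The methods also name UMI-tools, for the removal of amplification noise, and whether that step shaped the deposited counts is not known. In all 24 libraries more genes had a count of 4 than of 3 or 5 (medians of 641, 202 and 146 genes), as if 1 fragment were worth about 4 counts in many genes. A level of 3 fragments, or 12 counts in a library, was taken as the lowest level that can be told from 0.
Counts were rounded and tested with the quasi-likelihood test of edgeR, after the authors' choice of edgeR, in 1 model of all 8 groups. Of the genes in the table, 29710 passed edgeR's filter on low counts. Levels are given as CPM (counts scaled by TMM to a common library size), as mean ± SD of the 3 libraries of a group. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, and a difference between the genotypes was tested as the interaction of genotype and culture. TMM scaling assumes that most genes do not change. With library totals alone the median log2 fold change of all genes moved from 0.07 to 0.6 for the genotype difference at 7 d. Under library totals it was 0.25 and 0.29 for wild-type at 5 and 7 d, -0.27 for the line at 7 d and 0.33 for the genotype difference at 5 d, so for these comparisons the numbers of higher and lower genes are given under both scalings. Other numbers are under TMM unless library totals are named. The tests, thresholds and rule for naming genes were fixed before the data were examined. So were the gene lists, except that 8 of the 30 drawn from the annotation were edited after the gene names in the table had been read and before any test was run. The values in the paper's Fig. 4b, Fig. 4d and Supplementary Fig. 5, which come from these libraries, had been seen by then. Scaling by library totals was added after the counts had been seen.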

The analysis of wild-type transcriptome might reveal the genes involved in scutellum-derived callus formation, and the transcriptome comparison of the wild-type and *35S*_*pro*_*:OsMIR393b* could indicate the genes regulated by the auxin signaling pathway during scutellum-derived callus formation.

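OsTIR1 and OsAFB2, which encode F-box auxin receptors, were measured first because they are the transcripts that miR393 targets, and both were lower in 35Spro:OsMIR393b than in wild-type. OsTIR1 (Os05g0150500, chromosome 5 of IRGSP-1.0 from 2892746 to 2898971) had 69.4 to 117 CPM in the 12 wild-type libraries and 19.1 to 29.5 CPM in the 12 libraries of the line. Its log2 fold change, as the mean over the 4 culture conditions, was -1.91 (standard error 0.05, adjusted p = 6.9e-15 from edgeR). OsAFB2 (Os04g0395600, chromosome 4 from 19453774 to 19458208) had 96.2 to 156 CPM in wild-type and 54.9 to 90.5 CPM in the line. Its log2 fold change of -0.87 (standard error 0.05, adjusted p = 3.4e-11 from edgeR) stayed short of the minimum of 1. It passed with library totals alone, at -1.15. For each gene every library of the line lay below every wild-type library (two-sided exact permutation test within culture conditions, p = 1.3e-05, the smallest that 160000 relabellings allow).
Auxin-response genes that changed in wild-type within 2 d on CIM were mostly higher, although in every list but that of Aux/IAA genes most members were not called higher. Of 29 Aux/IAA genes, which encode repressors of the auxin response, 17 were higher and 1 was lower (17 and 1 adjusted over the list alone; camera adjusted p = 2e-13, and adjusted p = 0.2 with an estimated correlation). OsIAA10 rose from 6.24 ± 0.542 to 69.7 ± 12.3 CPM (SD, n = 3), a log2 fold change of 3.48 (standard error 0.15, adjusted p = 7.1e-11 from edgeR). OsIAA11, a regulator of lateral root initiation, rose from 1.17 ± 0.434 to 19 ± 4.48 CPM (SD, n = 3). Of 10 GH3 genes, whose products conjugate auxin to amino acids, 4 were higher and 1 was lower (5 and 1 adjusted over the list alone; adjusted p = 0.41 with an estimated correlation). GH3-2 rose from 156 ± 37.2 to 2263 ± 553 CPM (SD, n = 3), a log2 fold change of 3.86 (standard error 0.25, adjusted p = 5.1e-09 from edgeR). Of 21 LBD genes 7 were higher and 1 was lower (7 and 1 adjusted over the list alone; adjusted p = 0.25 with an estimated correlation). They include Os03g0149000, the ID the paper gives for the crown root gene OsCRL1, at 1.33 ± 0.192 CPM on N6, 28.6 ± 4.71 at 2 d and 2.84 ± 0.408 at 7 d (SD, n = 3 each). The annotation of the deposited table gives the name CRL1 to a different gene, so whether Os03g0149000 is that gene stays open here. Of 40 SAUR genes, early auxin-responsive genes, 11 were higher and 3 were lower (11 and 5 adjusted over the list alone; adjusted p = 0.54 with an estimated correlation). Of 8 YUCCA genes of auxin synthesis 3 were higher, and of 4 type-A response regulators of the cytokinin response 1 was higher, at 2 d in wild-type (3 and 1 adjusted over the list alone). The carrier gene PIN10A, among 16 auxin transport genes of which 3 were higher and 1 was lower (3 and 1 adjusted over the list alone), rose from 11.8 ± 1.14 to 131 ± 24.8 CPM (SD, n = 3).
The line also responded at 2 d. There 14 of the 29 Aux/IAA genes were higher (16 higher and 1 lower adjusted over the list alone), and GH3-2 went from 40.8 ± 13 to 2301 ± 189 CPM (SD, n = 3). In numbers of genes, wild-type had 1277 higher and 1191 lower at 2 d, 3732 and 4331 at 5 d and 4232 and 4356 at 7 d. The line had 361 and 110 at 2 d, 1887 and 1251 at 5 d and 2972 and 3705 at 7 d. With library totals alone the split became 4896 higher and 3556 lower for wild-type at 5 d, 5824 and 3425 for wild-type at 7 d and 2104 and 4993 for the line at 7 d. With FPKM values the share of higher genes in the line was 59.6% at 2 d and 45.1% at 5 d, against 76.6% and 60.1% here. The change against N6 differed between the genotypes, by the interaction test, for 75 genes that were more positive and 84 that were more negative in wild-type at 2 d, for 1932 and 3500 at 5 d and for 4793 and 4596 at 7 d. Scaled by library totals these were 3730 and 2488 at 5 d and 8045 and 2724 at 7 d. The counts at 2 d depended on single libraries of every group. They were 139 and 156 without wild-type CIM 2 d replicate 1. At the low end they were 42 and 24 without replicate 2 of the line on CIM at 2 d and 48 and 19 without replicate 1 of the line on N6. At 5 d the count of more positive genes was 3197 without replicate 1 of the line. At 2 d the line itself had 217 higher and 32 lower genes without its CIM replicate 1.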

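The largest rises in wild-type were in genes that were close to silent on N6. OsTDL1B (Os10g0207500), a homolog of a secreted anther signal, went from 0.208 ± 0.13 CPM on N6 to 309 ± 197, 258 ± 83.2 and 274 ± 72.2 CPM at 2, 5 and 7 d (SD, n = 3 each). It stayed between 0.166 and 23.2 CPM in the group means of 35Spro:OsMIR393b. Os05g0531200, annotated with a pollen Ole e 1 allergen and extensin domain, was at 0 in the 3 wild-type N6 libraries and at 367 ± 102 CPM at 5 d (SD, n = 3). That is at least 2017-fold higher, taking 12 counts as the floor of each library. The cellulase genes OsCel9A and OsGH9B15, whose products act on cell walls, were at 0 in wild-type on N6 and at 99.4 ± 32 and 44.5 ± 8.52 CPM at 5 d (SD, n = 3), at least 546-fold and 244-fold higher. In the line OsCel9A reached 68.1 ± 10.4 CPM at 5 d (SD, n = 3) and 27.9 ± 14.5 CPM at 7 d. The Aux/IAA gene OsIAA20 went from 0.101 ± 0.0135 to 137 ± 44.2 CPM at 2 d in wild-type (SD, n = 3) and to 7.99 ± 3.99 CPM in the line.
Genes with the largest falls in wild-type included OsBURP02, at 316 ± 243 CPM on N6 and 3.36 ± 0.628 at 2 d (SD, n = 3). The chlorophyll a/b-binding protein gene CAB1R had 19.1 ± 8.85 and 1.17 ± 0.82 CPM, and the lipoxygenase gene LOX-L2 had 314 ± 256 and 8.37 ± 2.43 CPM. At 7 d the annexin gene OsANN6 (41.5 ± 9.34 CPM on N6), the gibberellin 3-oxidase gene D18 (10.9 ± 5.03) and OsGLK1 (12.7 ± 1.58), a regulator of chloroplast development, were at 0 in all wild-type libraries. They were at least 276-fold, 72-fold and 84-fold lower. These genes are the extremes among those called with edgeR whose libraries did not overlap and whose higher group had at least 10 CPM, a separation that chance alone gives in 1 of 10 comparisons of 3 libraries with 3.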

Weighted Correlation Network Analysis (WGCNA)^30^ was performed and nine modules were identified (Fig. 4a, b, Supplementary Data 1). 

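The green and black modules, whose member tables are at hand in full, had their highest mean eigengenes on different days of the culture. The green module was low in wild-type on N6 (mean eigengene -0.259 ± 0.013, SD, n = 3) and high at 7 d in wild-type (0.262 ± 0.043) and in 35Spro:OsMIR393b (0.265 ± 0.023) alike. Its correlation with the 7 d libraries was r = 0.49 in wild-type (exact permutation p = 0.0084, adjusted p = 0.043; Spearman's rho = 0.5, exact p = 0.0109; r = 0.27 without the 2 farthest libraries of the group). In the line it was r = 0.49 (exact permutation p = 0.0079, adjusted p = 0.043; rho = 0.48, exact p = 0.0158; r = 0.3 without the 2 farthest libraries of the group). Fig. 4b, read by eye, gives this module a higher correlation at 7 d for wild-type than for the line. The likeness found here rests on log2 CPM, and FPKM values were not tried for this module. The black module was highest at 2 d on CIM in wild-type, at 0.42 ± 0.093 (SD, n = 3) against 0.096 ± 0.022 in the line at 2 d. There r = 0.78 (exact permutation p = 0.0005, adjusted p = 0.012; rho = 0.57, exact p = 0.001; r = 0.53 without the 2 farthest libraries of the group). The module was lowest in the line at 7 d, at -0.279 ± 0.048 (SD, n = 3), with r = -0.52 (exact permutation p = 0.0128, adjusted p = 0.043; rho = -0.57, exact p = 0.001; r = -0.32 without the 2 farthest libraries of the group).
An eigengene is the first principal component of the standardised log2 CPM of a module's genes, so a library's value has no unit and its sign follows the mean of the genes. It explained 48.5% of the variance of the 1145 green and 48.3% of that of the 341 black genes that were tested. Each correlation is that of the eigengene with membership in 1 group of 3 libraries, p is from all choices of 3 of the 24 libraries, and the adjusted p covers the 24 correlations computed for these modules and the turquoise one. The blue module, of which 1394 of 6043 rows are at hand, was not examined. The network itself was not rebuilt, and since the modules were formed on these same libraries, the correlations are not independent evidence of the pattern. Leaving out the 2 farthest libraries of a group leaves 1 library in it, so those values of r rest on that library.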

The module eigengene (ME) turquoise showed a high correlation with scutellum-derived callus formation in the wild-type background but not in the *35S*_*pro*_*:OsMIR393b* background (Fig. 4b), indicating the module turquoise might be controlled by the auxin signaling pathway during scutellum-derived callus formation. 

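The turquoise eigengene had its highest means in wild-type at 5 and 7 d on CIM, and its mean in 35Spro:OsMIR393b stayed below 0 in every culture condition. Its mean in wild-type was -0.116 ± 0.026 on N6 and 0.05 ± 0.044, 0.312 ± 0.027 and 0.331 ± 0.02 at 2, 5 and 7 d on CIM (SD, n = 3 each). In the line it was -0.152 ± 0.01 on N6 and -0.095 ± 0.037, -0.102 ± 0.105 and -0.229 ± 0.084 at 2, 5 and 7 d. The 3 libraries of the line at 2 d (-0.137 to -0.068) lay above its 3 libraries on N6 (-0.16 to -0.141), a separation that chance alone gives in 1 of 10 such comparisons. The correlation with the wild-type libraries was r = 0.58 at 5 d (exact permutation p = 0.0089, adjusted p = 0.043; rho = 0.45, exact p = 0.0306; r = 0.38 without the 2 farthest libraries of the group). At 7 d it was r = 0.61 (exact permutation p = 0.0015, adjusted p = 0.018; rho = 0.54, exact p = 0.004; r = 0.4 without the 2 farthest libraries of the group). At 2 d it was r = 0.09 in wild-type (exact permutation p = 0.6675). With the line it was r = -0.19 at 5 d (exact permutation p = 0.3928). At 7 d it was r = -0.42 (exact permutation p = 0.0277, adjusted p = 0.074; rho = -0.48, exact p = 0.0158; r = -0.18 without the 2 farthest libraries of the group).

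**Figure D1:**
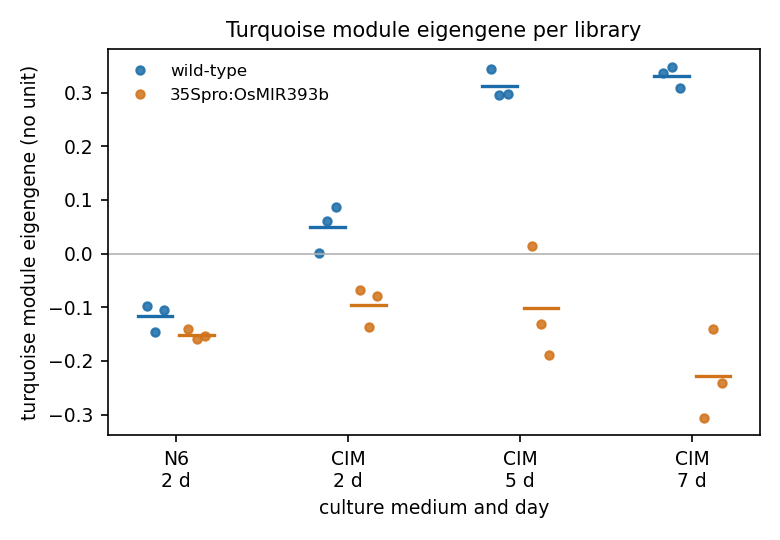
Turquoise module eigengene, which has no unit, against culture medium and day, for wild-type (blue) and 35Spro:OsMIR393b (orange). Each point is 1 of 3 libraries and each line is the mean of a group; the means of wild-type at 5 and 7 d are 0.312 and 0.331, and those of the line are -0.102 and -0.229.

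The eigengene was computed from the first 1999 of the 11342 rows of the module's table, which is sorted by connectivity. It explained 78.3% of the variance of these genes and stands for that part of the module. Because the rows are the best connected of the module, this share cannot be set beside those of the green and black modules. Among the libraries of the line at 5 d, replicate 1 lay apart from the others, towards wild-type, at 0.014. From the high correlation in the wild-type background and its absence in 35Spro:OsMIR393b, the paper proposes that the turquoise module might be controlled by the auxin signaling pathway during scutellum-derived callus formation.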

Gene Ontology (GO) enrichment (Supplementary Fig. 6) analyses showed that genes related to cell division as well as many other biological processes were enriched in the module turquoise. 

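Genes of DNA replication and mitosis that changed in wild-type scutella on CIM at 7 d were mostly higher, and where their change differed from that in 35Spro:OsMIR393b it was mostly more positive in wild-type. Most MCM and polymerase genes were called higher. Most kinesin genes were not, and for histone and cyclin genes this depended on the scaling, since with library totals 27 histone and 17 cyclin genes were higher at 7 d. Of 10 MCM genes, which license replication origins, 7 were higher at 7 d in wild-type (8 adjusted over the list alone) and 3 did not pass the test. In 7 the change was more positive in wild-type than in the line. OsMCM2 had 38.9 ± 12.2 CPM on N6, 177 ± 20.6 at 5 d and 164 ± 3 at 7 d in wild-type, and 22.3 ± 3.49, 32.1 ± 27.5 and 9.52 ± 9.73 in the line (SD, n = 3 each). Its log2 fold change in wild-type at 7 d was 2.08 (standard error 0.6, adjusted p = 0.0066 from edgeR) and the difference between the genotypes was 3.3 (standard error 0.84, adjusted p = 0.0031 from edgeR). Of 20 genes of replicative DNA polymerases and their factors, 16 were higher in wild-type at 7 d (16 adjusted over the list alone). The replication factor C gene RFC4 rose from 13.1 ± 1.43 to 45.1 ± 4.77 CPM (SD, n = 3). Of 47 core histone genes, expressed in S phase, 32 were higher and 1 was lower at 5 d, and 20 were higher and 1 was lower at 7 d (32 and 1, and 20 and 1, adjusted over the list alone).
Of 28 A-, B- and D-type cyclin genes 12 were higher and 2 were lower in wild-type at 7 d (14 and 2 adjusted over the list alone). CycD4 rose from 5.46 ± 2.25 to 45.3 ± 3.07 CPM, and CycD5 had its highest mean at 2 d, 54.1 ± 7.39 CPM against 3.77 ± 0.925 on N6 (SD, n = 3 each). Among 3 genes of B-type cyclin-dependent kinases, which act at mitosis, CDKB2 alone passed at 7 d, with a log2 fold change of 1.68 (standard error 0.42, adjusted p = 0.0023 from edgeR). Of 42 kinesin genes, motors of the spindle and the phragmoplast among them, 17 were higher and 3 were lower (18 and 3 adjusted over the list alone). BC12, a kinesin-4 gene of cell wall formation, was one of the lower genes, at 75.6 ± 2.87 CPM on N6 and 29 ± 2.16 at 7 d (SD, n = 3).
In the line at 7 d, 1 histone gene and 1 cyclin gene were higher, while 3 MCM, 5 polymerase, 3 histone, 5 cyclin and 8 kinesin genes were lower than on N6. Adjusted over each list alone, 3, 4, 1, 3 and 8 were lower. The DNA polymerase alpha gene OSPOLA went from 10.8 ± 2.11 to 2.79 ± 2.65 CPM (SD, n = 3), a log2 fold change of -1.95 (standard error 0.6, adjusted p = 0.013 from edgeR). It did not pass in a fit of only the groups compared (adjusted p = 0.098), and the adjusted p was 0.0015 to 0.045 under the other alternatives. The difference between the genotypes at 7 d was more positive in wild-type for 16 of the polymerase genes, 19 of the histone genes, 14 of the cyclin genes and 22 of the kinesin genes, and more negative for 2 kinesin genes. Scaled by library totals, the difference was more positive for 32 histone genes, and 12 kinesin genes were lower in the line.

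**Figure D2:**
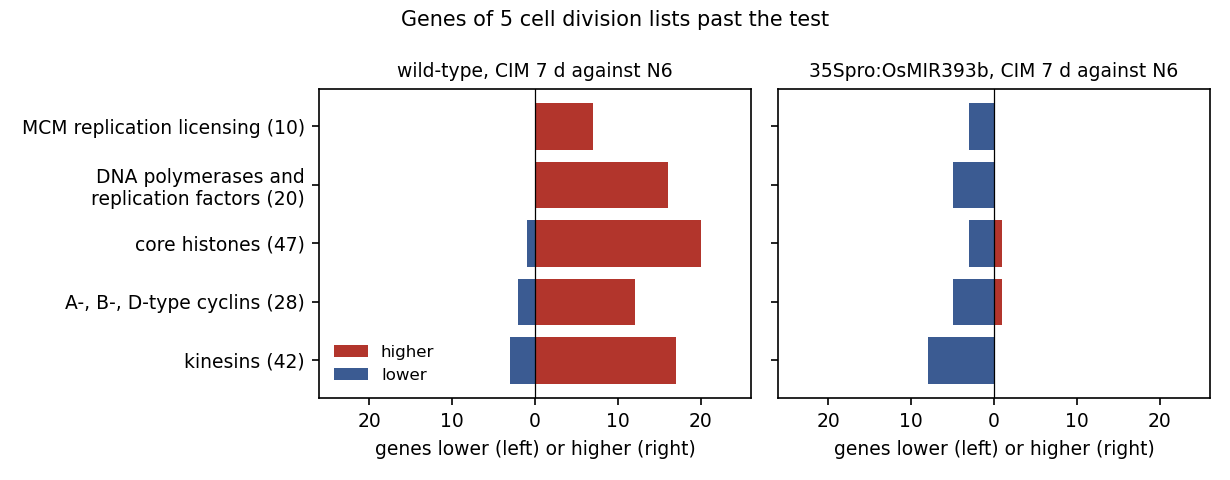
Number of genes of 5 cell division lists that were higher (red, to the right) or lower (blue, to the left) on CIM at 7 d than on N6 by edgeR. Bars are given for wild-type and 35Spro:OsMIR393b, with the number of genes tested in brackets. In wild-type the bars to the right reach 7 to 20 genes, and in the line the bars to the left reach 3 to 8.

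The directions held under every scaling. Tested as sets in wild-type at 7 d with camera, the MCM, polymerase, histone, cyclin and kinesin lists had adjusted p = 0.027, 0.00012, 0.00087, 0.0013 and 0.036, against adjusted p = 0.6, 0.55, 0.64, 0.55 and 0.71 with an estimated correlation. These lists were drawn from the annotation and not from the module, and the Gene Ontology enrichment itself was not repeated, because the table of module genes at hand holds only part of the module.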

We identified 229 transcription factors in the top 30% hub genes of the module turquoise, including some key genes related to embryo regulation [e.g. the *Arabidopsis LEAFY COTYLEDON1* (*AtLEC1*) homolog *OsLEC1*, the *Arabidopsis ABSCISIC ACID INSENSITIVE3* (*AtABI3*) homolog *VIVIPAROUS1* (*OsVP1*), and *O. sativa LEC2 and FUSCA3 Like1* (*OsLFL1*)], stem cell regulation (*OsWOX2*/*9c* and *OsPLT*s), and auxin production, signaling, and transport [*OsYUCCA1*, *OsIAA*s, *OsARF*s, and *OsPIN-FORMED*s (*OsPIN*s)] (Fig. 4c, d). 

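The embryo regulators OsLEC1, OsLFL1 and OsVP1 were higher in wild-type at 5 and 7 d on CIM. OsLEC1 (Os02g0725700, chromosome 2 of IRGSP-1.0 from 30164300 to 30165377), which encodes a HAP3 subunit of a CCAAT-binding factor, was at 0 on N6. It was at 13.3 ± 3.35 CPM at 5 d and at 15 ± 1.76 CPM at 7 d (SD, n = 3), at least 82-fold higher at 7 d. OsLFL1, a B3-domain gene, had 0.346 ± 0.124 CPM on N6 and 26.7 ± 3.38 CPM at 7 d (SD, n = 3), a log2 fold change of 6.26 (standard error 0.82, adjusted p = 3.6e-06 from edgeR). OsVP1, the ABI3 homolog of abscisic acid signaling, rose from 28.6 ± 1.79 to 125 ± 19 CPM (SD, n = 3), a log2 fold change of 2.13 (standard error 0.33, adjusted p = 2.2e-05 from edgeR).
Of the 229 transcription factors, 139 were higher and 6 were lower in wild-type at 7 d (141 and 6 adjusted over the list alone), and 47 and 2 already at 2 d (54 and 2). The NAC gene OsNAC7 went from 0.0773 ± 0.134 CPM on N6 to 76.7 ± 20 at 7 d (SD, n = 3), and LOL2, a zinc finger gene, from 29.3 ± 2.01 to 77.8 ± 5.04 CPM. OsKn2, a KNOX homeobox gene, is on the list and fell, from 28.6 ± 3.93 to 3.04 ± 0.346 CPM (SD, n = 3), a log2 fold change of -3.24 (standard error 0.22, adjusted p = 2.3e-09 from edgeR). In 35Spro:OsMIR393b at 7 d, 20 were higher and 23 were lower. The change was more positive in wild-type than in the line for 129 and more negative for 6 of them (134 and 6 adjusted over the list alone). The 6 include OsKn2 (difference -3.34, standard error 0.3, adjusted p = 1.8e-07 from edgeR) and OsDof2. OsDof2 had 88 ± 5.58 CPM on N6 and 13.1 ± 2.34 at 7 d in wild-type, and 111 ± 6.16 and 169 ± 17.2 CPM in the line (SD, n = 3 each). The counts under library totals were 172 higher in wild-type and 183 more positive in wild-type. Tested as a set with camera, the list had adjusted p = 5.6e-25 at 7 d, and adjusted p = 0.41 with an estimated correlation. The list was drawn by the study from hub genes of a module formed on these libraries, so its direction is not independent evidence.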

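Of the 26 genes of embryo, stem cell and auxin regulation shown in Fig. 4d, 24 were higher at 5 d and 25 at 7 d on CIM in wild-type scutella by edgeR (the same numbers adjusted over each list alone). The exception at 7 d was OsARF4, an auxin response factor gene, with a log2 fold change of 0.93 (standard error 0.08, adjusted p = 4.4e-08 from edgeR), short of the minimum of 1. OsPLT7, an AP2 gene of the PLETHORA group that acts in stem cell niches, had 0.916 ± 0.42 CPM on N6, 42.4 ± 13.1 at 2 d, 60.1 ± 4.07 at 5 d and 61.5 ± 5.5 at 7 d in wild-type (SD, n = 3 each). In 35Spro:OsMIR393b it had 0.586 ± 0.362, 2.11 ± 1.22, 7.82 ± 7.82 and 2.08 ± 2.46 CPM. OsARF23 had 134 ± 12.1 CPM on N6 and 544 ± 58.5 at 7 d in wild-type, and 150 ± 23.5 and 95.5 ± 18.9 in the line (SD, n = 3 each). The difference between the genotypes was 2.66 on the log2 scale (standard error 0.23, adjusted p = 1.5e-07 from edgeR). OsVP1 fell in the line, from 41 ± 12 to 5.65 ± 1.94 CPM (SD, n = 3; log2 fold change -2.86, standard error 0.34, adjusted p = 2.3e-06 from edgeR).
The rise was spread over the days in different ways. From N6 to 2 d 13 of the 26 genes were higher, and from 2 to 5 d 12 were higher. From 5 to 7 d edgeR called 0 higher, and 0 at an unadjusted p under 0.05 with the same minimum fold. The highest mean was at 7 d for 15 genes and at 5 d for 11, and the means of 14 were in ascending order over N6, 2, 5 and 7 d. OsIAA4, for example, had 1.23 ± 0.218 CPM on N6, 13.5 ± 1.53 at 2 d, 34.9 ± 0.413 at 5 d and 26.3 ± 3.84 at 7 d (SD, n = 3 each).
In the line 13 of the 26 genes were higher at 5 d than on N6, and 4 were higher and 3 were lower at 7 d. In a fit of only the groups compared 5 were higher at 5 d, and 3 were higher and 2 lower at 7 d. OsIAA4 was 1 of the 4, with a log2 fold change of 2.88 at 7 d (standard error 0.27, adjusted p = 1.3e-07 from edgeR). The lower genes were OsVP1, OsPLT1 (-1.18, standard error 0.34, adjusted p = 0.0078 from edgeR) and OsPIN1d (-3.15, standard error 0.92, adjusted p = 0.009 from edgeR). A change more positive in wild-type than in the line, by the interaction test, was found for 12 genes at 5 d and for 20 at 7 d, and 19 of the 20 were among the genes called higher in wild-type. With limma on FPKM values it was found for 26 genes at each day, a setting chosen after the data had been seen. The homeobox gene OsWOX2 had 0.0145 ± 0.0252 CPM on N6 and 3.42 ± 0.915 at 7 d in wild-type, and OsYUCCA1, of auxin synthesis, had 0.166 ± 0.0505 and 3.88 ± 0.674 (SD, n = 3 each).

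**Figure D3:**
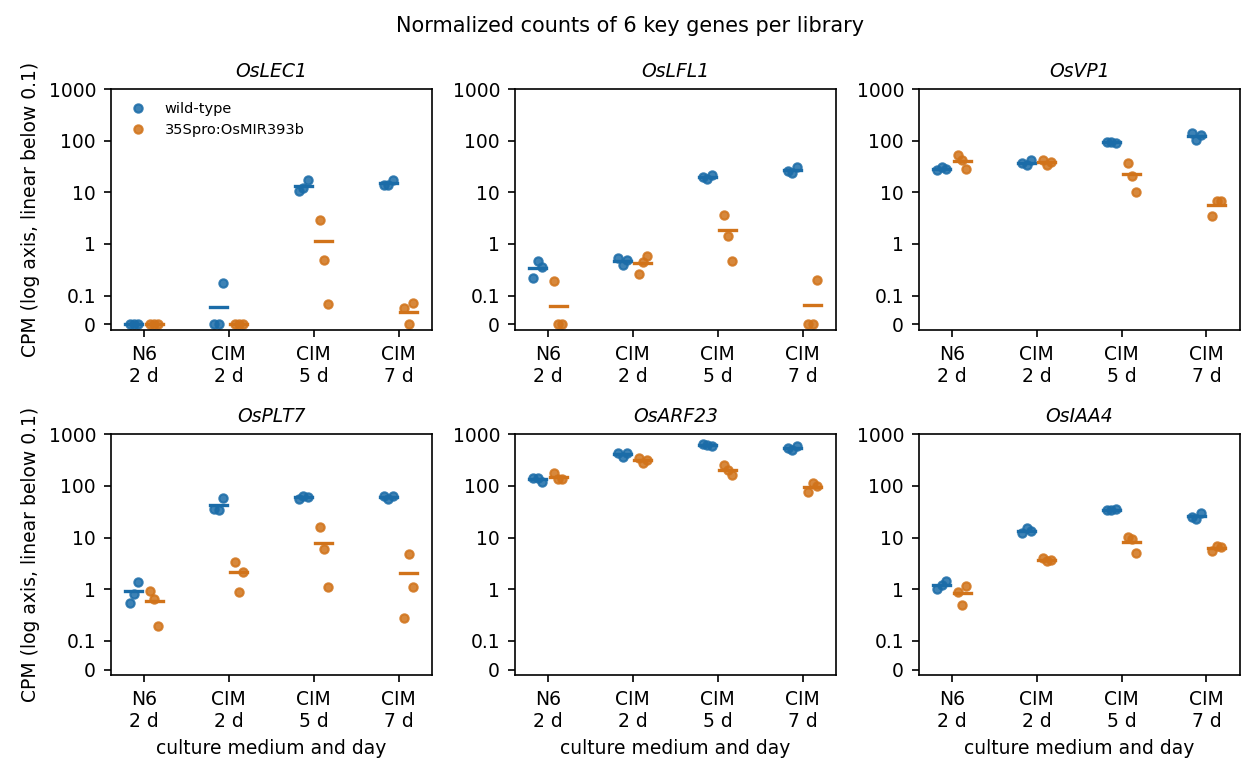
CPM, counts scaled by TMM to a common library size, of 6 of the genes against culture medium and day, on a log axis that is linear below 0.1, for wild-type (blue) and 35Spro:OsMIR393b (orange). Each point is 1 of 3 libraries and each line is the mean of a group. At 7 d the mean of OsARF23 is 544 CPM in wild-type and 95.5 CPM in the line.

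The number with such a difference at 5 d was 18 without replicate 1 of the line at 5 d, which lay apart from its group. It was 6 without replicate 2 of that group, and 7 without its replicate 3, without wild-type N6 replicate 2 or without wild-type CIM 5 d replicate 1. OsPLT1 in the line at 7 d was short of the minimum fold without replicate 1 (-0.97) or replicate 3 (-0.91) of that group, and did not pass in a fit of only the groups compared. The difference between the genotypes at 7 d for OsLFL1 was 6.21 on the log2 scale. Without replicate 1 of the line on N6 it was 1.1 and did not pass (adjusted p = 0.88 from edgeR). The 26 genes were chosen by the study from these libraries and are not independent evidence of a direction. Camera gave adjusted p = 0.51 with an estimated correlation for the embryo, stem cell and auxin lists in wild-type at 7 d, against 0.014, 0.00015 and 1.5e-07 with the preset one.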

The RNA-seq data showed that expression levels of these key genes were gradually upregulated during scutellum-derived callus formation on CIM in the wild-type background but this upregulation was severely impaired in the *35S*_*pro*_*:OsMIR393b* background (Fig. 4d). Reverse transcription-polymerase chain reaction (RT-PCR) analyses confirmed that *OsLEC1*, *OsWOX2*, and *OsWOX9C* were upregulated during scutellum-derived callus formation from wild-type rice seeds on CIM (Supplementary Fig. 7).

**Fig. 4:**
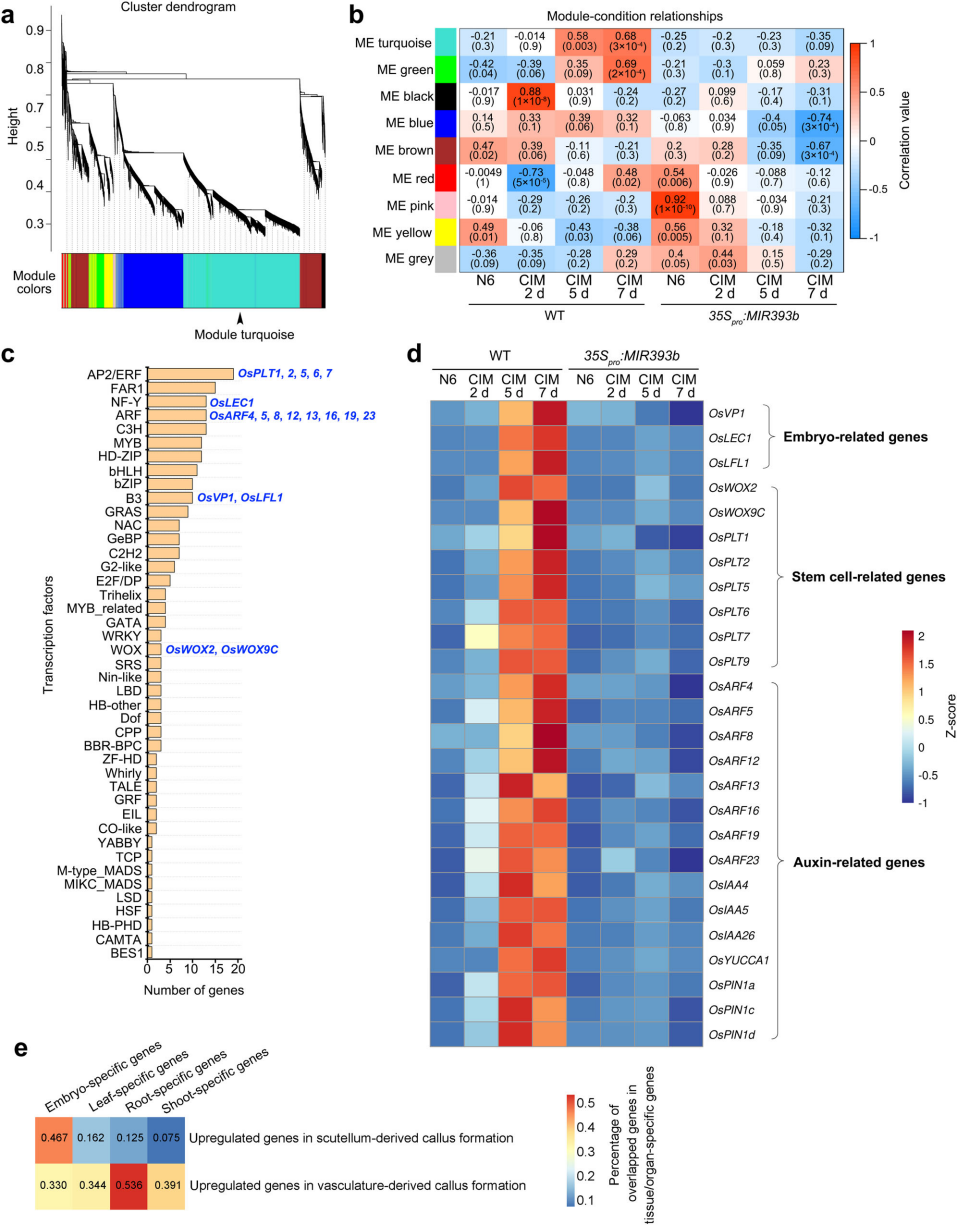
RNA-seq analysis reveals auxin-activated genes in rice scutellum-derived callus formation. **a** RNA-seq and WGCNA analysis of scutella from wild-type and *35S*_*pro*_*:OsMIR393b* at 2, 5, and 7 d cultured on CIM. Wild-type and *35S*_*pro*_*:OsMIR393b* scutella cultured on N6 medium for 2 d without hormone treatment served as the control, because t_0_-seeds were dry and unsuitable for analysis. Genes with high correlations are grouped into a module, and different modules are indicated by different colors. **b** Correlation analyses between module eigengene (ME) values (ME turquoise, ME green, ME black, ME blue, ME brown, ME red, ME pink, ME yellow, ME gray) and each culture conditions (N6, CIM 2 days, CIM 5 days, CIM 7 days). ME value is the representative of the expression profile of all genes in the corresponding module. Numbers indicate the correlation coefficient, and the numbers in brackets indicate *P* values for the correlation. The ME turquoise showed a high correlation with scutellum-derived callus formation in the wild-type background but not in the *35S*_*pro*_*:OsMIR393b* background. Therefore, the genes in module turquoise were used for further analysis in (**c**, **d**). **c** Bar chart analysis of the frequency of transcription factor families. **d** Relative expression levels of embryo-, stem cell-, and auxin-related genes. **e** Overlapped genes of upregulated genes in vasculature- or scutellum-derived callus formation and embryo-, leaf-, root-, or shoot-specific expression genes are identified. The percentage of overlapped gene numbers in tissue/organ-specific genes are shown by heatmap.

We further analyzed transcriptome correlation of callus and rice tissues or organs. We collected RNA-seq data of four rice tissues or organs (i.e. embryo^31^, leaf^32^, root^33^, and shoot^33^), and identified tissue/organ-specific expression genes. 

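Genes of seed oil bodies and of late embryogenesis abundant proteins were more often higher than lower on CIM at 7 d in wild-type scutella, while genes of storage proteins, photosynthesis and peroxidases were more often lower than higher. Of 9 genes of oleosins and caleosins, the proteins of seed oil bodies, 8 were higher at 7 d than on N6 (8 adjusted over the list alone). OLE18 rose from 0.728 ± 0.371 to 139 ± 42.5 CPM (SD, n = 3), a log2 fold change of 7.58 (standard error 0.91, adjusted p = 1.3e-06 from edgeR). Of 28 genes of late embryogenesis abundant proteins, made during seed desiccation, 15 were higher and 2 were lower (16 and 2 adjusted over the list alone). OsLEA22 had 2.37 ± 0.442 CPM on N6 and 117 ± 40.5 at 7 d (SD, n = 3). Seed storage protein genes went the other way as a list, with 3 of 40 higher and 31 lower (3 and 34 adjusted over the list alone). The globulin gene OsEnS-51 was 1 of the 3, rising from 1.35 ± 0.331 to 594 ± 66.2 CPM (SD, n = 3; log2 fold change 8.78, standard error 1.02, adjusted p = 9e-07 from edgeR). The prolamin gene Prol-01, of the endosperm, went from 325 ± 75.5 to 3.78 ± 3.61 CPM (SD, n = 3).
Among genes typical of leaves, 6 of 46 photosynthesis genes were higher and 24 were lower at 7 d (6 and 26 adjusted over the list alone). RbcS1, a small subunit gene of Rubisco, had 204 ± 10.4 CPM on N6 and 7.12 ± 4.17 at 7 d (SD, n = 3). Of 99 class III peroxidase genes, many of which are expressed in roots, 11 were higher and 50 were lower (12 and 50 adjusted over the list alone). Many of these falls were shared with 35Spro:OsMIR393b at 7 d. Also lower in the line were 19 of the 24 photosynthesis genes, 34 of the 50 peroxidase genes and 14 of the 31 storage protein genes that were lower in wild-type. Scaled by library totals, 13 peroxidase genes were higher and 44 lower, 6 photosynthesis genes were higher and 22 lower, and 3 storage protein genes were higher and 29 lower. Of 4 genes with the root marker name RCc, 2 were higher at 2 d (4 adjusted over the list alone), and 1 was higher and 1 was lower at 7 d (1 and 1). RCc3 had 25.9 ± 24.2 CPM on N6, 364 ± 49.1 at 2 d and 12.3 ± 5.11 at 7 d (SD, n = 3 each). The peroxidase gene prx78 had 6.82 ± 2.04, 258 ± 54 and 14.6 ± 4.86 CPM (SD, n = 3 each).
At the thresholds the methods give for this comparison, an adjusted p under 0.05 and a fold above 1.5 with DESeq2, 2163 genes were upregulated at 2 d, 5782 at 5 d and 6161 at 7 d on CIM in wild-type. On at least 1 of these days 7488 were upregulated. Those at 7 d hold 8 of the 9 oleosin and caleosin genes, 16 of the 28 genes of late embryogenesis abundant proteins, and 3 of the 40 storage protein genes. They also hold 7 of the 46 photosynthesis genes, 14 of the 99 peroxidase genes and 1 of the 4 RCc genes. These counts are to be read against 6161 upregulated genes among all 29710 given to DESeq2. For 59 genes DESeq2 gave no adjusted p at 7 d.
The difference between the genotypes at 7 d was more positive in wild-type than in 35Spro:OsMIR393b for 8 oleosin and caleosin genes (OLE18 8.37 on the log2 scale, standard error 1.16, adjusted p = 1.2e-05 from edgeR) and for 14 genes of late embryogenesis abundant proteins, of which another 2 were more negative (8, and 16 and 2, adjusted over the list alone). For storage protein genes it was more positive for 3 and more negative for 15 (3 and 13 adjusted over the list alone), and their median difference was -3.62, or 0.04 with FPKM values. With camera, the oleosin, late embryogenesis, storage, photosynthesis and peroxidase lists had adjusted p = 0.0029, 0.0071, 1.3e-05, 0.0051 and 6.2e-05 in wild-type at 7 d, against adjusted p = 0.51, 0.56, 0.54, 0.6 and 0.51 with an estimated correlation. The directions in wild-type held under every scaling. The embryo-, leaf-, root- and shoot-specific gene sets and the vasculature-derived callus libraries were not analysed here.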

By comparison of upregulated genes from the RNA-seq data of vasculature-derived callus^7^ and scutellum-derived callus (data from this study) with those tissue/organ-specific expression genes, we found that root-specific genes were highly enriched in the upregulated genes during vasculature-derived callus formation, whereas embryo-specific genes were highly enriched in the upregulated genes during scutellum-derived callus formation (Fig. 4e).

### *OsLEC1* is required for scutellum-derived callus initiation

To confirm the auxin-activated genes detected from the RNA-seq data are required for scutellum-derived callus formation in rice, we selected the embryo-specific gene *OsLEC1* for further analysis. The *Oslec1* mutants^31^ showed partially defective scutellum-derived callus formation (Fig. 5a–g). Successive cell division of the scutellum epidermis was lost and the embryo-like structure could not be formed in the *Oslec1* mutants in tissue culture (Fig. 5h–j). Overexpression of *OsLEC1* also resulted in partially defective callus formation^31^, suggesting that the proper level of *OsLEC1* expression might be important for scutellum-derived callus formation. The *OsLEC1*_*pro*_*:GUS* marker line^31^ indicated that the *OsLEC1* promoter might be highly activated in the scutellum-derived callus (Supplementary Fig. 8a, b). The RT-PCR result showed that *OsLEC1* was expressed during scutellum-derived callus formation but was not expressed during vasculature-derived callus formation from the primary root (Fig. 5k). In addition, the *Oslec1* primary root could produce vasculature-derived callus (Fig. 5l). The study in *AtLEC* genes also showed that *AtLEC*s are not required for organ regeneration from vasculature-derived callus in *Arabidopsis*^34^. qRT-PCR analysis revealed that the *OsLEC1* expression level is significantly reduced in the *Osarf5* mutants compared with the wild-type when mature seeds were cultured on CIM (Supplementary Fig. 8c), indicating that *OsLEC1* might be upregulated by the *OsARF5*-mediated auxin signaling pathway^35^. Together, these data indicate that *OsLEC1* is involved in auxin-mediated scutellum-derived callus formation from the rice scutellum but is not required for vasculature-derived callus formation.

**Fig. 5:**
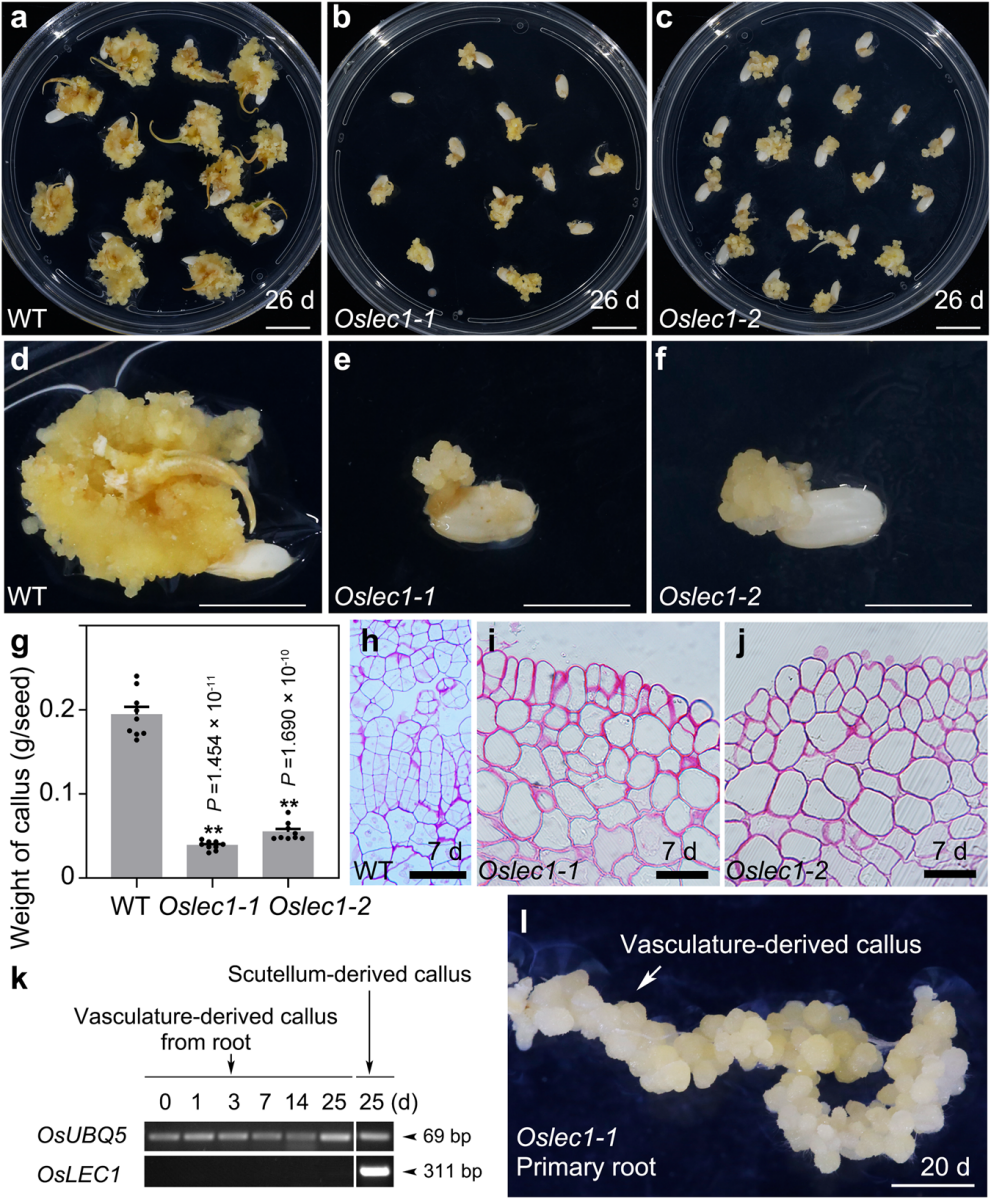
*OsLEC1* is involved in scutellum-derived callus formation. **a**–**f** Rice seeds from wild-type (**a**, **d**), *Oslec1-1* (**b**, **e**), and *Oslec1-2* (**c**, **f**) tissue-cultured on CIM for 26 d. **g** Statistical analysis of scutellum-derived callus formation in wild-type, *Oslec1-1*, and *Oslec1-2* on CIM at 16 d. Error bars show SEM with nine biological replicates (10 calli in each replicate). The individual values are indicated by dots. **P < 0.01 in two-sided Student’s *t*-test compared with the wild-type control. **h**–**j** Sections showing cell division of scutellum epidermis from wild-type (**h**), *Oslec1-1* (**i**) and *Oslec1-2* (**j**) seeds on CIM at 7 d. **k** RT-PCR analysis of *OsLEC1* expression pattern in vasculature-derived callus and scutellum-derived callus (33 cycles). *OsUBQ5* serves as the control (30 cycles). Numbers indicate the days cultured on CIM. The bands of *OsUBQ5* and *OsLEC1* are derived from different gels. The bands from vasculature-derived callus and scutellum-derived callus were separately collected from the same gel, and the experiments were performed under the same conditions. The predicted band sizes were indicated. Two biological repeats were analyzed and showed the same result. **l** Primary roots of *Oslec1-1* tissue-cultured on CIM for 20 d, showing vasculature-derived callus formation. See Fig. 3c for the wild-type control. Scale bars, 1 cm (**a**–**c**), 5 mm (**d**–**f**), 50 μm (**h**–**j**), 1 mm (**l**).

## Discussion

Auxin is the key hormone that triggers initiation of both scutellum-derived callus and vasculature-derived callus. However, there are some differences between the two types of calli (see the model in Fig. 6).

**Fig. 6:**
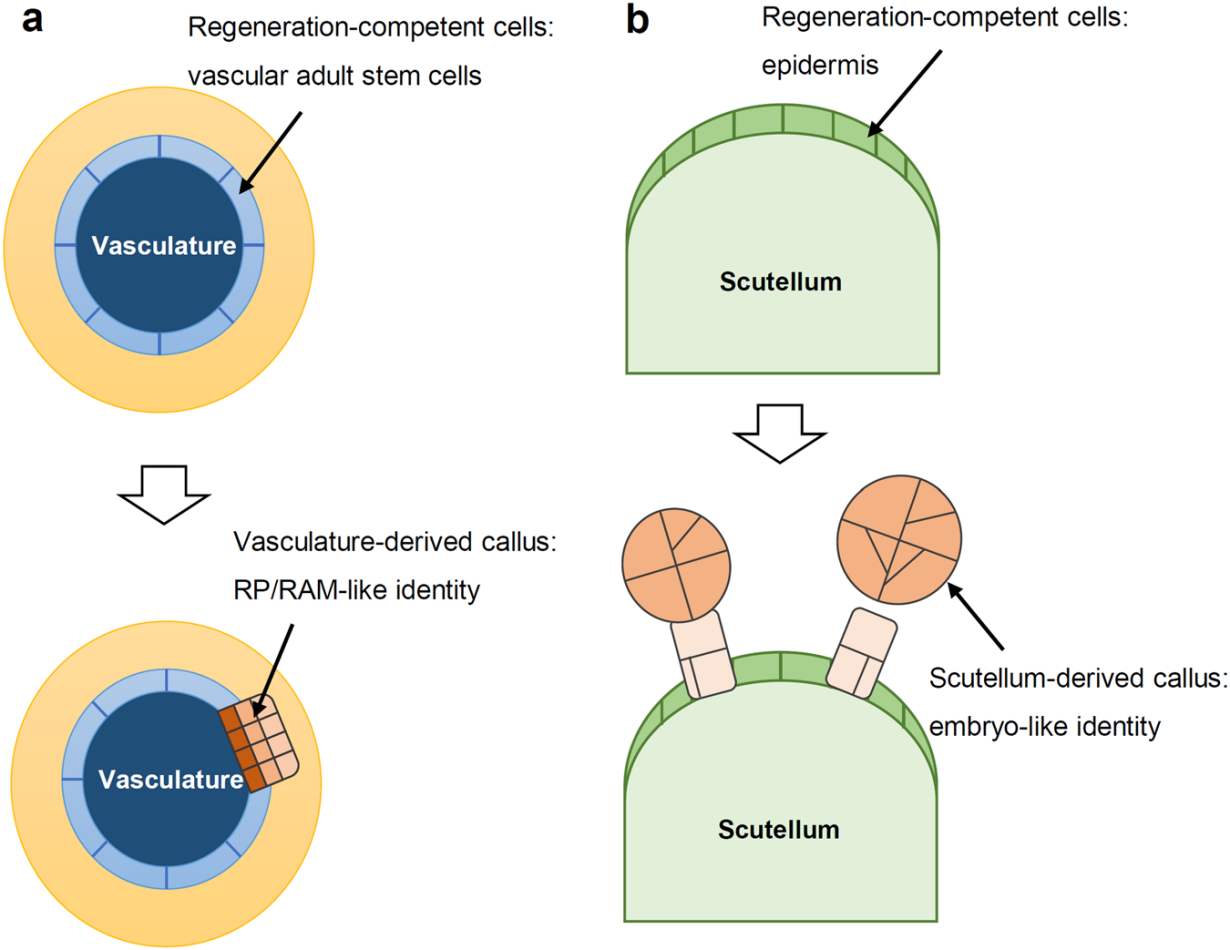
Model of callus initiation in rice. **a**, **b** Vasculature-derived callus initiation adopts a root developmental program (**a**), and scutellum-derived callus initiation might adopt a embryo developmental program (**b**).

First, the two types of calli initiate from different regeneration-competent cells. In *Arabidopsis*, vasculature-derived callus initiates from the xylem-pole pericycle cells in roots^4–6^ or procambium and some vascular parenchyma cells in leaf^7,17^. In rice, vasculature-derived callus initiates from phloem-pole pericycle cells in roots or outer bundle sheath cells in the immature region of leaves^7^. In rice, the epidermal cells of the scutellum may serve as the regeneration-competent cells to initiate scutellum-derived callus^8^. Overall, vascular adult stem cells are responsible for vasculature-derived callus initiation, while epidermis of embryo could be the primary source to initiate scutellum-derived callus.

Second, the two types of calli show different developmental morphologies. The tissue structure of vasculature-derived callus resembles RP/RAM^6,10,11^ and comprises three cell layers, i.e. the outer cell layer similar to epidermis and lateral root cap, the middle cell layer with quiescent center-like identity, and the inner cell layer similar to vascular initials in the RAM^13,19^. Initiation of scutellum-derived callus resembles embryogenesis. The epidermis of scutellum divides and developments into an embryo-like morphology with a globular structure and a suspensor-like structure.

Third, scutellum-derived and vasculature-derived calli may require some different molecular and developmental programs for their initiation. In *Arabidopsis*, vasculature-derived callus initiation requires root-organogenesis-related genes, e.g. *AtLBD16*, *AtWOX5*, *AtPLTs*, and *AtIAA14*^10,12–14,16,18,36^. In rice, *OsCRL1* (the *AtLBD16* homologue), *OsWOX5* (the *AtWOX5* homologue), and *OsIAA11* (the *AtIAA14* homologue) are also required for vasculature-derived callus formation^7,16^. In contrast, initiation of scutellum-derived callus does not require some of the root-organogenesis-related genes in rice (e.g. *OsCRL1* and *OsIAA11*). Instead, genes involved in embryo development are required in scutellum-derived callus formation in rice (e.g. *OsLEC1*). Overall, vasculature-derived callus initiation borrows root development program, whereas scutellum-derived callus initiation might borrow the embryo development program.

The developmental similarities of scutellum-derived callus and somatic embryogenesis need to be further explored. Somatic embryogenesis might also borrow some pathways from embryo development. In *Arabidopsis*, somatic embryogenesis can be initiated from the epidermis in the junction of the shoot apical meristem and the cotyledon in embryo controlled by a high level of auxin^37^. In *Arabidopsis*, somatic embryogenesis essentially involves two groups of genes^38^. The first group consists of stem cell-related genes, such as *AtWUS*^39–41^, *AtWOX2*^37^, *BABYBOOM* (*AtBBM*, also known as *AtPLT4*)^42,43^, and *EMBRYOMAKER* (*AtEMK*, also known as *AtPLT5*)^44^. The second group consists of embryo-related genes, including *AtLEC1* encoding the HAP3 subunit of the CCAAT-binding transcription factor^45–47^, the B3-domain genes *AtLEC2*^48–51^, *FUSCA3* (*AtFUS3*)^51–53^, *AtABI3*^47^, and the MADS-box transcription factor gene *AGAMOUS-LIKE15* (*AtAGL15*)^54–57^. 

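On CIM in wild-type scutella NF-YB genes, the family of LEC1, went in both directions, and the WOX genes that passed the test with edgeR were higher. HAP3K (Os02g0725900, chromosome 2 of IRGSP-1.0 from 30191485 to 30192488), an NF-YB gene near OsLEC1 on the chromosome, had 2.41 ± 1.4 CPM on N6, 0.241 ± 0.144 at 2 d and 18.5 ± 1.87 at 7 d in wild-type (SD, n = 3 each). In 35Spro:OsMIR393b HAP3K had 4.63 ± 0.3, 2.13 ± 1.14 and 0.258 ± 0.128 CPM, the last near the floor of 12 counts (0.215 CPM in that group). Its log2 fold change at 7 d was 2.94 in wild-type (standard error 0.49, adjusted p = 6e-05 from edgeR) and the difference between the genotypes was 7.09 (standard error 0.75, adjusted p = 7.3e-07 from edgeR). OsHAP3L rose from 2.25 ± 0.219 to 7.42 ± 0.929 CPM (SD, n = 3; log2 fold change 1.72, standard error 0.26, adjusted p = 1.8e-05 from edgeR). HD5, a gene of the same family with a role in flowering time, was lower, at 1.06 ± 0.537 CPM on N6 and 0.0324 ± 0.0281 CPM at 7 d in wild-type, under the floor of 12 counts, and the call was lost with limma on FPKM values. In the line it was at 1.79 ± 0.976 and 4.12 ± 1.67 CPM (SD, n = 3 each). In all, 4 of 10 NF-YB genes were higher and 1 was lower at 7 d (4 and 1 adjusted over the list alone).
Of 9 WOX genes, 6 were higher at 7 d in wild-type (6 adjusted over the list alone; camera adjusted p = 0.031, and adjusted p = 0.55 with an estimated correlation) and 3 did not pass the test. DWT1, a WOX gene of the WOX8/9 group, had 0.53 ± 0.295 CPM on N6, 42.1 ± 2.01 at 5 d and 38.2 ± 5.93 at 7 d in wild-type, and 0.284 ± 0.0578 at 7 d in the line (SD, n = 3 each). The difference between the genotypes was 7.07 (standard error 1.16, adjusted p = 6.7e-05 from edgeR). OsWOX9C was at 0 on N6 and at 1.8 ± 0.599 CPM at 7 d (SD, n = 3), at least 9-fold higher. WOX11, which acts in crown root formation, was highest at 2 d in both genotypes. It had 109 ± 13.2 CPM in wild-type and 99.4 ± 4.53 in the line against 32.1 ± 6.26 and 37.8 ± 5.47 on N6 (SD, n = 3 each). The difference between the genotypes at 7 d was more positive in wild-type for 5 of the WOX genes, including OsWOX6 (2.69, standard error 0.47, adjusted p = 0.00011 from edgeR). It was more negative for OsWOX8 (-1.25, standard error 0.21, adjusted p = 8.3e-05 from edgeR). The difference of OsWOX8 was -0.72 under library totals and -0.7 with limma on FPKM values, short of the minimum of 1. OsWOX2 and OsWOX9C have gene models of the same short length in the annotation, so their levels may cover only part of each gene.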

Some homologues of these genes were upregulated and involved in scutellum-derived callus in rice. It will be interesting to compare the initiation processes of scutellum-derived callus and somatic embryogenesis in the future.

There are many types of calli induced in response to wounding or in tissue culture^1–3,58,59^. It will be interesting to identify more types of cells that can serve as regeneration-competent cells to initiate callus, to analyze how auxin can induce different types of calli from different types of explants, to test whether/how different types of calli can undergo organ regeneration and/or somatic embryogenesis, to study whether/how different types of calli can be converted to each other, and to see whether different types of calli share some common molecular pathways (e.g. the stem cell-related pathway) during their initiation in the future. For example, scutellum-derived and vasculature-derived calli might share some common regulatory pathways^20,21^, and *PLT* genes were upregulated during initiation of the two types of calli (Fig. 4c, d)^6,13,14,19,21^. 

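In wild-type scutella on CIM most AP2 genes of the PLETHORA and AINTEGUMENTA group rose, and 1 fell. Callus was not separated from the rest of the tissue. Of 12 such genes 10 were higher and 1 was lower in wild-type at 7 d (10 and 2 adjusted over the list alone; camera adjusted p = 0.0058, and adjusted p = 0.55 with an estimated correlation). At 2 d 5 were higher and 1 was lower. OsPLT6 had 10.9 ± 2.38 CPM on N6, 41.5 ± 8.08 at 2 d, 109 ± 4.44 at 5 d and 107 ± 14 at 7 d in wild-type (SD, n = 3 each). Its log2 fold change at 7 d was 3.29 (standard error 0.46, adjusted p = 8.2e-06 from edgeR). OsPLT9 rose from 4.27 ± 0.906 to 27.4 ± 3.25 CPM (SD, n = 3). OsPLT3 was at 0 on N6 and at 76.7 ± 17.2 CPM at 7 d in wild-type (SD, n = 3), at least 421-fold higher, and at 8.47 ± 12.5 CPM at 7 d in 35Spro:OsMIR393b. OsPLT5 had 57.1 ± 15.3 CPM at 7 d in wild-type and 6.88 ± 6.53 in the line, and OsPLT2 had 119 ± 13.7 and 9.03 ± 8.98 (SD, n = 3 each).
OsPLT10 (Os03g0176300, chromosome 3 of IRGSP-1.0 from 4057561 to 4059890) was the lower gene, at 82.1 ± 7.17 CPM on N6 and 23.5 ± 2.65 at 7 d in wild-type (SD, n = 3). Its log2 fold change was -1.8 (standard error 0.16, adjusted p = 4.4e-08 from edgeR). In the line it had 85.8 ± 18.7 and 68.9 ± 8.97 CPM, a difference between the genotypes of -1.49 (standard error 0.23, adjusted p = 2.9e-05 from edgeR). Scaled by library totals, that difference was -0.96, and with limma on FPKM values -0.97, short of the minimum of 1. Of the 12, 7 had a change at 7 d that was more positive in wild-type than in the line, among them OsPLT1 at 2.87 (standard error 0.48, adjusted p = 7.5e-05 from edgeR). In the line itself 3 were higher and 3 were lower at 7 d. Vasculature-derived callus was not analysed here.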

The answers to these questions will improve our understanding of callus formation in the future.

## Methods

### Plant materials

*Oryza sativa* L. *ssp*. Japonica ‘Nipponbare’, ‘Taichung 65’, and Indica ‘Kasalath’ were used as the wild-type lines. The *35S*_*pro*_*:MIR393a*, *35S*_*pro*_*:MIR393b*, *Ostir1 Osafb2*, *Oslec1-1*, *Oslec1-2*, *DR5*_*pro*_*:GUS*, and *OsTIR1*_*pro*_*:GUS* transgenic plants (Nipponbare background) as well as *Oscrl1* (Taichung 65 background) and *Osiaa11* (Kasalath background) have been described in previous studies^23,27,31,60,61^. To generate *OsARF5* mutants, *OsARF5*-specific sequences (5′-AGTATCTGGGTCTGCCTGAT-3′ and 5′-GGAATATCTTCTCTGCGGCA-3′) were used as the targets for Cas9 to mutate *OsARF5* by CRISPR/Cas9^62^.

### Tissue culture

For time-lapse histological observations of callus induction from the scutellum, sterile seeds of wild type or mutants were placed on N6 medium (0.5 g l^–1^ MES, 3% w/v sucrose, and 0.4% w/v phytagel, pH 5.8) or CIM medium (N6 basal medium supplemented with 10 μM 2, 4-dichlorophenoxyacetic acid, pH 5.8) and cultured in a growth chamber under a 16-h light, 28 °C/8-h dark, 24 °C cycle^16^. The scutellum was detached as described previously^23^ and fixed at 4 °C in 2.5% v/v glutaraldehyde in phosphate buffer (0.1 M, pH 7.0). Scutella collected from dry seeds and fixed directly in 2.5% v/v glutaraldehyde served as the t_0_ control.

For vasculature-derived callus induction from the primary root, seeds of Kathalath and the *Osiaa11* mutant were sterilized, soaked in water overnight at 37 °C, sown on Murashige and Skoog (MS) medium^63^, and then grown vertically in a growth chamber for 3 days under a 16-h light, 28 °C/8-h dark, 26 °C cycle. The primary roots of 3-d-old seedlings were cut and cultured on N6 medium or CIM.

For vasculature-derived callus induction from the stem base (the node), seeds of Taichung 65 and the *Oscrl1* mutant were sterilized and then cultured on MS medium for 3 days under a 16-h light, 28 °C/8-h dark, 26 °C cycle. The 3-d-old seedings were cut and cultured on CIM.

Three independent repeats were analyzed to confirm the results of phenotype analysis.

### In situ hybridization and Sudan red staining

In situ hybridization was performed as described previously using the probe for *OsWOX5*^7^. Sudan red staining was performed according to the published protocol^64^.

### Histochemical detection of GUS activity

For β-glucuronidase (GUS) staining, tissues were incubated in X-Gluc solution overnight at 37 °C as described previously^61^, and then fixed in pre-chilled 2.5% v/v glutaraldehyde in phosphate buffer (0.1 M, pH 7.0) overnight before being photographed and/or sectioned.

### Semi-thin sectioning

Semi-thin sectioning was performed as described previously^65^. Briefly, tissues were fixed overnight at 4 °C in 2.5% v/v glutaraldehyde in phosphate buffer (0.1 M, pH 7.0), and then washed three times in phosphate buffer (0.1 M, pH 7.0) for 15 min at each step. The samples were dehydrated through an ethanol series (30, 50, 70, 80, 90, 95, and 100% ethanol, 15 min each), then immersed in absolute acetone for 20 min. After substitution with a 1:1 mixture of absolute acetone and Spurr’s resin mixture for 1 h, the tissues were transferred to a 1:3 mixture of absolute acetone and Spurr’s resin mixture for 3 h, and then embedded in pure Spurr’s resin mixture overnight. The samples were heated at 70 °C for more than 9 h. The embedded samples were sectioned at 2-μm thickness using a rotary microtome (Leica) and stained or not stained (for GUS-stained tissues) by basic fuchsin before observations using a Nikon Eclipse 80i microscope equipped with a Nikon C-C phase contrast turret condenser (Nikon).

### Paraffin sectioning

For paraffin sectioning, the scutella of Nipponbare seeds cultured on N6 medium or CIM were fixed in ethanol-acetic acid (3:1, v/v), dehydrated through an ethanol-xylene series, stained with safranin, and embedded in paraffin. Then, 10-μm sections were cut with a microtome, mounted on slides covered with gelatin, deparaffinized in xylene, and rehydrated through an ethanol series before observations using a Nikon Eclipse 80i microscope equipped with a Nikon C-C phase contrast turret condenser (Nikon).

### Scanning electron microscope (SEM)

Plant tissues were fixed overnight at 4 °C in 2.5% glutaraldehyde in 0.1 M phosphate buffer (pH 7.0). Then the samples were prepared for SEM according to the previous method^31^ in Bio-ultrastructure Analysis Lab of Analysis Centre of Agrobiology and Environmental Sciences, Zhejiang University.

### RNA-seq analysis

For scutella collection, seeds of wild-type rice (Nipponbare) and *35S*_*pro*_*:MIR393b* were separately cultured on N6 medium (2 d, the control) and CIM (2, 5, 7 d). For each sample, scutella from 10 seeds were used to extract total RNA. Library construction and deep sequencing were carried out using the Illumina HiSeq 4000 platform (LC Bio, Hangzhou, China). The RNA-seq analysis (LC Bio, Hangzhou, China) was carried out using the reference genome in the Rice Annotation Project (RAP) database (https://rapdb.dna.affrc.go.jp/index. html) by the HISAT package v2.0^66^. Sequence-dependent bias and amplification noise were removed using UMI-tools v1.0.0^67^. The mapped reads for each sample were assembled using StringTie v1.3.4^68^. The differentially expressed mRNAs and genes were selected with the following criteria: log2 (fold change) >1 or log2 (fold change) < −1, and with statistical significance (*p* < 0.05) using the R package – edgeR^69^.

WGCNA analysis were performed as previously described^30^. The parameters of WGCNA program were as follows: gene expression > 1; soft threshold = 1 (estimate value); deep split = 2; min module size = 30; merge cut height = 0.1. In each module, the genes with eigengene-based connectivity value (|KME|) > 0.9 and topological overlap measure (TOM) value > 0.25 were regarded as hub genes.

The list of transcription factors in *Oryza sativa subsp. japonica* was from Plant Transcription Factor Database (http://planttfdb.gao-lab.org/)^70^. The GO analysis and heat-map of differentially expressed genes normalized by Z-score was constructed using tools in Omicstudio (https://www.omicstudio.cn/login).

Transcriptome sequencing data of the rice embryo (GSE179838)^31^, the rice leaf (GSE157400)^32^, the rice root (GSE217725)^33^, the rice shoot (GSE217725)^33^, and vasculature-derived callus from rice leaf explants (GSE86869)^7^ were published previously. The sequencing data were filtered using fastp v0.23.2^71^ with default parameters and aligned to the *Oryza sativa* genome (IRGSP-1.0) using hisat2 v2.2.1^72^, and gene expression was quantified using featurecounts v2.0.1^72^. To identify tissue/organ-specific expression genes, the mean TPM values among different replicates for each tissue/organ were used, and the maximum mean TPM value was selected as the representative for multiple time points. A specificity measure (SPM)^73^ threshold of 0.90 was applied to determine tissue/organ-specific expression genes. We identified 767 embryo-specific genes, 474 leaf-specific genes, 616 root-specific genes, and 133 shoot-specific genes. In the transcriptome data of vasculature- or scutellum-derived callus, the genes that were upregulated during the induction process on CIM at a 1.5-fold change threshold were collected. For the transcriptome with replicates, differential gene expression was determined using Deseq2 v1.36.0^74^ with an adjusted p-value threshold of <0.05; for the transcriptome without replicates, fold change was calculated based on TPM values. The proportion of upregulated genes among tissue/organ-specific expression genes was calculated for both transcriptomes and visualized using a heatmap generated by pheatmap v1.0.12 (Kolde R, 2019. pheatmap: Pretty Heatmaps. R package version 1.0.12, https://CRAN.R-project.org/package=pheatmap).

### RT-PCR and qRT-PCR

RT-PCR and qRT-PCR were performed as previously described^11,61^. *UBIQUITIN5* (*OsUBQ5*) served as the control. The primers used for PCR are listed in Supplementary Table 1.

### Statistics and reproducibility

Two-sided Student’s t-test was used in this study for statistical analysis. For callus weight analysis, four (Fig. 2d) or nine (Fig. 5g) biological replicates were performed. For qRT-PCR analysis, three biological replicates were performed. Details of statistics and reproducibility are described in figure legends or method.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Data

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

All data and genetic materials used in this study are available from the corresponding authors upon request. The RNA-seq data obtained in this study have been deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE179594, and can be accessed at http://xulinlab.cemps.ac.cn/. Sequence data from this article can be found in the Rice Annotation Project (https://rapdb.dna.affrc.go.jp/index.html) under the following accession numbers: *OsTIR1* (*Os05g0150500*), *OsAFB2* (*Os04g0395600*), *OsIAA11* (*Os03g0633500*), *OsCRL1* (*Os03g0149000*), *OsPIN1a* (*Os06g0232300*), *OsPIN1c* (*Os11g0137000*), *OsPIN1d* (*Os12g0133800*), *OsYUCCA1* (*Os01g0645400*), *OsIAA4* (*Os01g0286900*), *OsIAA5* (*Os01g0675700*), *OsIAA26* (*Os09g0527700*), *OsARF4* (*Os01g0927600*), *OsARF5* (*Os02g0141100*), *OsARF8* (*Os02g0628600*), *OsARF12* (*Os04g0671900*), *OsARF13* (*Os04g0690600*), *OsARF16* (*Os06g0196700*), *OsARF19* (*Os06g0702600*), *OsARF23* (*Os11g0523800*), *OsWOX2* (*Os01g0840300*), *OsWOX9C* (*Os05g0564500*), *OsPLT1* (*Os04g0653600*), *OsPLT2* (*Os06g0657500*), *OsPLT5* (*Os01g0899800*), *OsPLT6* (*Os11g0295900*), *OsPLT7* (*Os03g0770700*), *OsPLT9* (*Os03g0232200*), *OsVP1* (*Os01g0911700*), *OsLEC1* (*Os02g0725700*), and *OsLFL1* (*Os01g0713600*). Uncropped gel images are available in Supplementary Fig. 9. Numerical source data in Figs. 2d, 4c, 5g, and Supplementary Fig. 8c are shown in Supplementary Data 2.

# Supplementary material for: Initiation of scutellum-derived callus is regulated by an embryo-like developmental pathway in rice
**Source:** Commun Biol. 2023 Apr 25;6:457. doi: 10.1038/s42003-023-04835-w
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary information

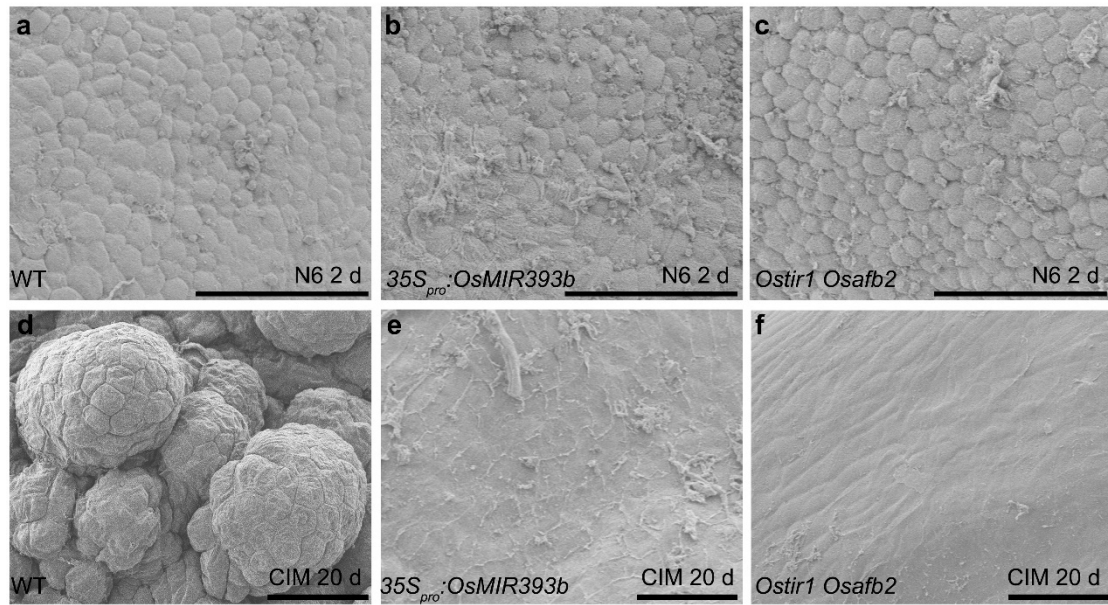

Supplementary Fig. 1 SEM analysis of scutellum-derived callus formation.

a–f SEM analysis showing scutellum of the wild type (**a, d**), 35S_{pro}:OsMIR393b (**b, e**), or *Ostir1 Osafb2* (**c, f**) cultured on N6 medium without auxin for 2 days (the control, **a–c**) or on CIM for 20 days (**d–f**). Note that scutellum-derived callus formation could be observed from the wild-type scutellum (**d**) but not from the scutellum of 35S_{pro}:OsMIR393b (**e**) or *Ostir1 Osafb2* (**f**) cultured on CIM.

Scale bars, 100 μm (**a–f**).

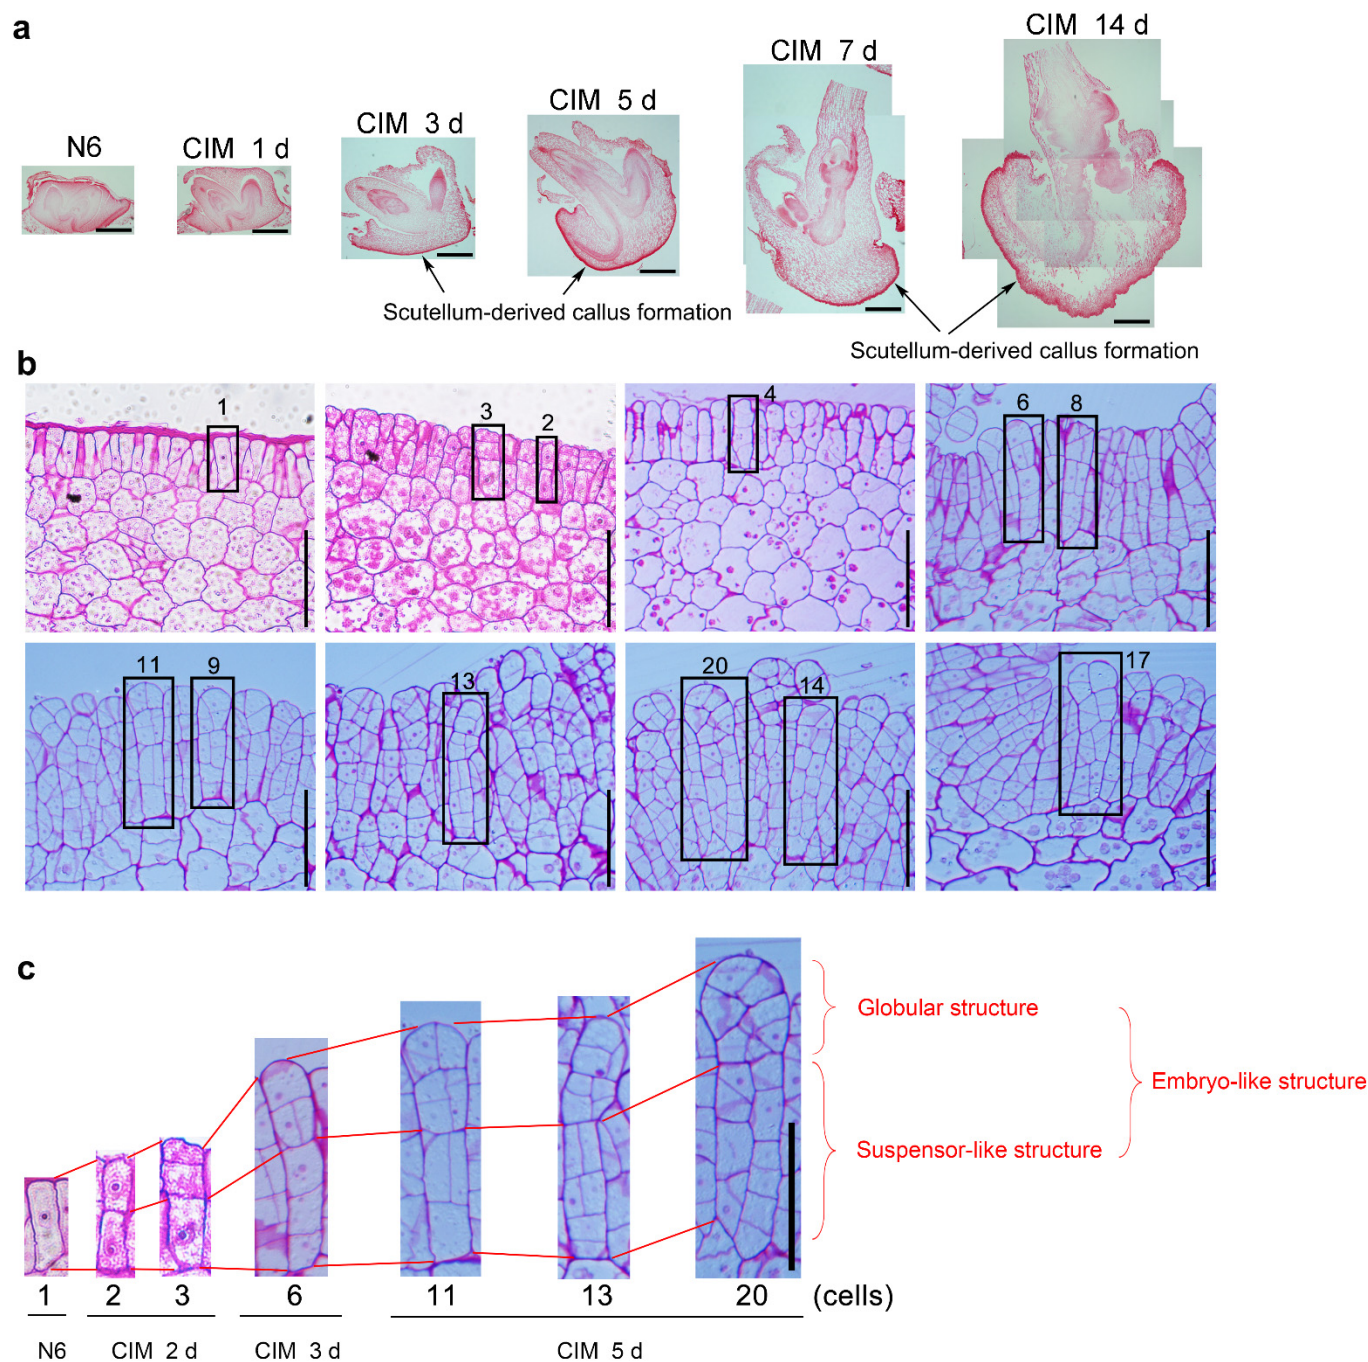

Supplementary Fig. 2 Sectioning analysis of scutellum-derived callus formation from wild-type scutellum.

a Time-lapse sections showing scutellum-derived callus formation from scutellum of wild-type rice seeds on CIM. Some sections were pasted together from small pictures of the same explant because the microscope was unable to capture the entire explant in a single visual field. Fig. 1e is the close-up view of the explant on CIM for 5 days in **(a)**. The explant on N6 medium for 1 day serves as the control.

b, c Time-lapse sections. The first-round cell division led asymmetric cell fates. The apical cell developed into the globular structure, and the basal cell developed into the suspensor-like structure. The globular structure could further develop into the scutellum-derived callus. Cells in **(c)** are close-up of some boxed regions in **(b)**. Numbers indicate cell numbers during callus initiation. The explant on N6 medium for 1 d serves as the control.

Scale bar, 500 μm **(a)**, 50 μm **(b, c)**.

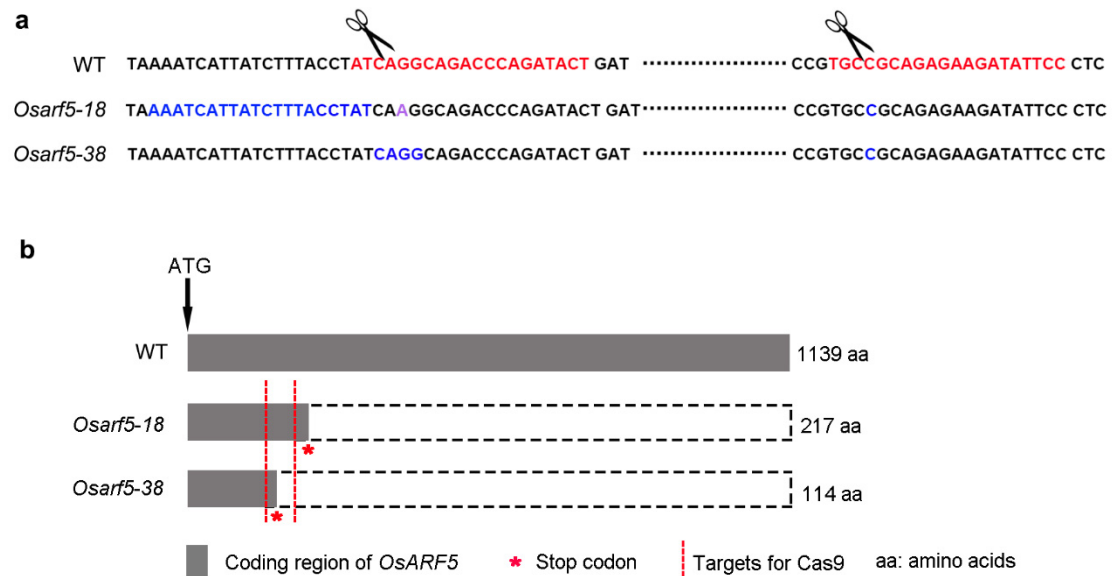

Supplementary Fig. 3 Generation of *Osarf5-18* and *Osarf5-38* mutants by CRISPR/Cas9.

a Genomic information of *Osarf5-18* and *Osarf5-38* mutants. Red letters indicate sequences of guide RNAs; blue letters indicate sequence deletion; the purple letter indicates sequence insertion.

b Proteins of *Osarf5-18* and *Osarf5-38* mutants.

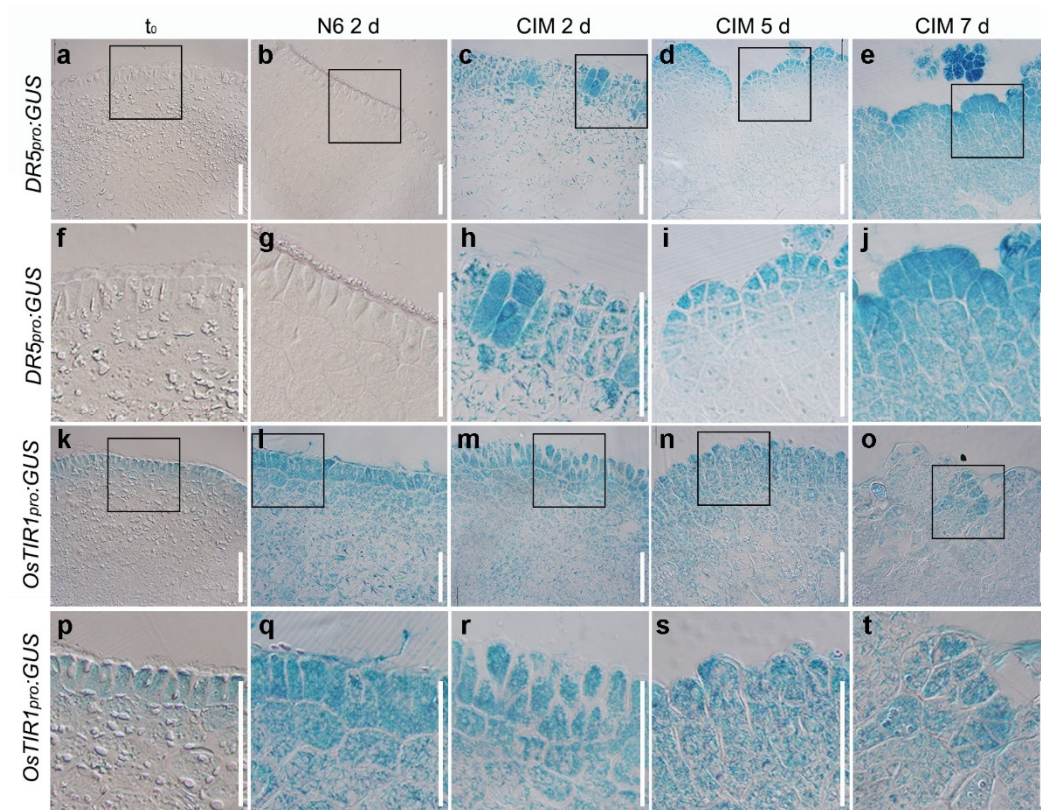

Supplementary Fig. 4 Auxin markers in rice scutellum-derived callus formation.

a–t GUS staining of *DR5_{pro}::GUS* (**a–j**) and *OsTIR1_{pro}::GUS* (**k–t**) during callus formation from scutellum on CIM or N6 medium (control). **f–j** and **p–t** are close-ups of the boxed regions in **a–e** and **k–o**, respectively.

Scale bars, 50 μ m (**a–t**).

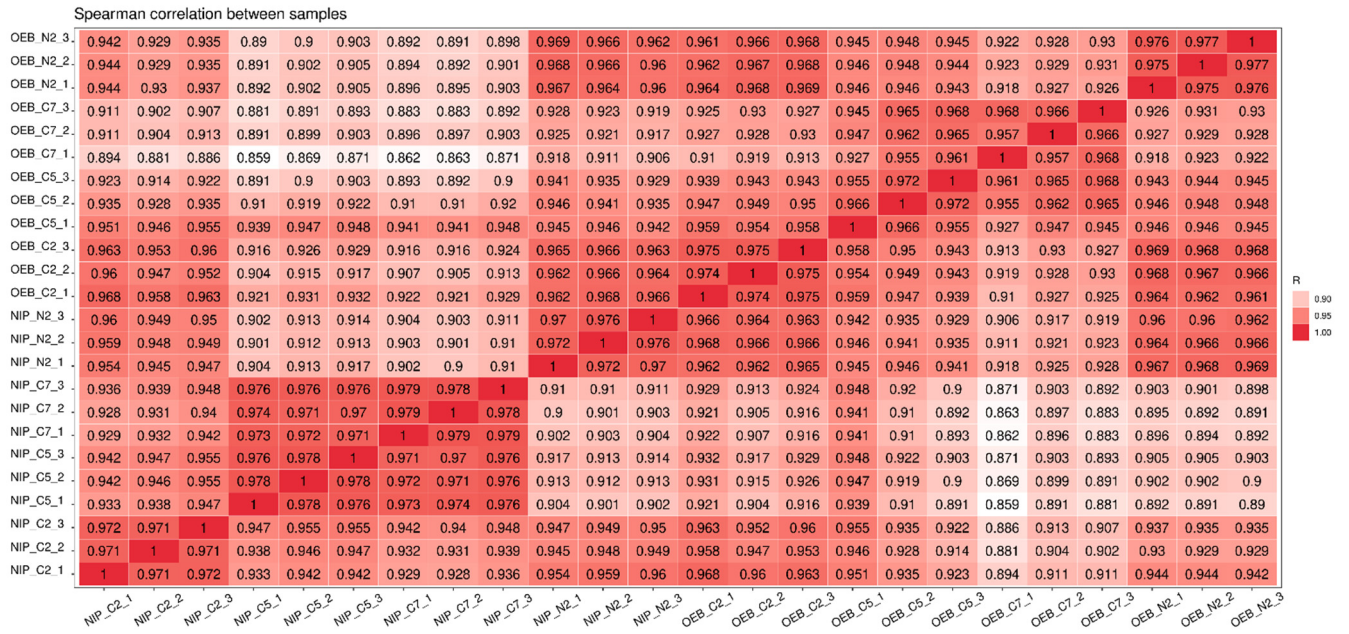

Supplementary Fig. 5 Quality control of the RNA-seq data.

Spearman's correlation test was used to evaluate the correlation of the three biological replicates in RNA-Seq. 

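Libraries of the same group were closer to each other than to those of other groups, with 1 exception among the 24. The median Spearman correlation of log2 CPM over the 29710 genes tested was 0.981 within groups and 0.916 between groups. It was lowest within 35Spro:OsMIR393b on CIM at 5 d, from 0.951 to 0.979, and highest within wild-type on CIM at 7 d, from 0.985 to 0.987. Wild-type on CIM at 7 d was also the group farthest from the others, with a median of 0.881. The exception was replicate 3 of the line on CIM at 5 d, which was closest to the line at 7 d (0.97 against 0.965 to its own group). Replicate 1 of the same group stood apart from the other 2 on the side of wild-type. Wild-type on CIM at 2 d had a median of 0.979 within the group although its replicate 2 held 5.367% of counts in ribosomal RNA genes, against at most 0.313% in the other libraries. These correlations run across genes, which are not independent replicates, so no p is given.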

OEB, *35S_{pro}:MIR393b*; NIP, Nipponbare; N2, N6 medium for 2 days; C2, CIM for 2 days; C5, CIM for 5 days; C7, CIM for 7 days.

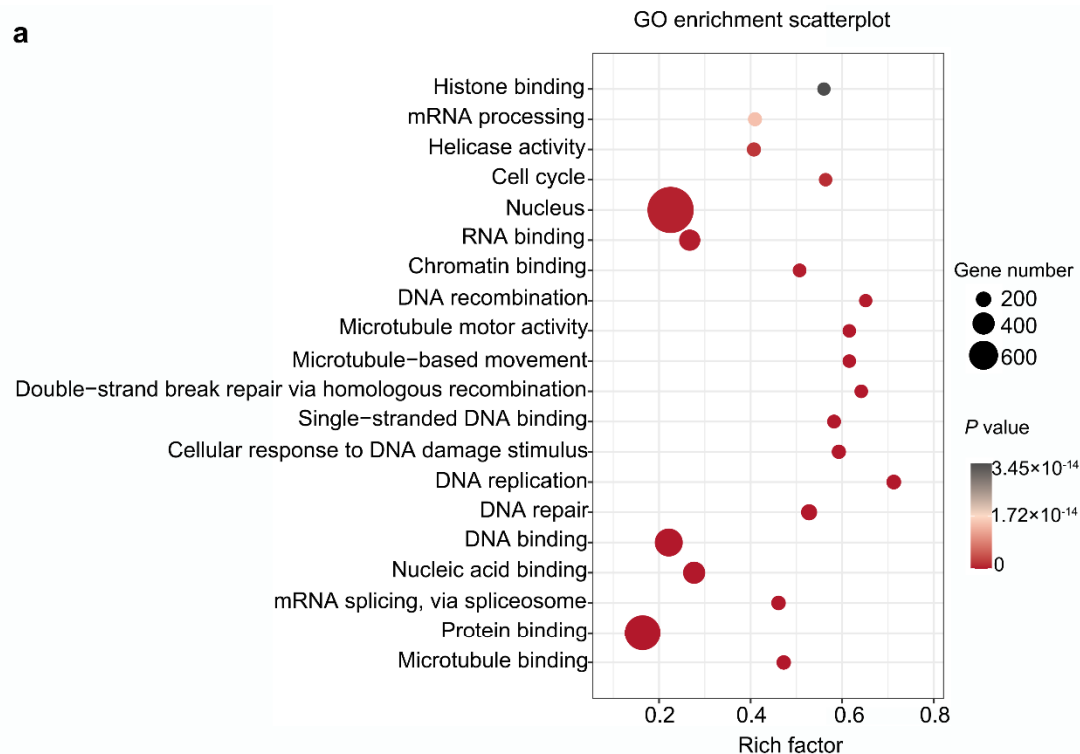

b

GO ID	GO Term	S gene number	P value
GO:0009793	embryo development ending in seed dormancy	23	0.00
GO:0009553	embryo sac development	6	0.01
GO:0009558	embryo sac cellularization	3	0.01
GO:0009791	post-embryonic development	3	0.08
GO:0010086	embryonic root morphogenesis	1	0.12
GO:0010069	zygote asymmetric cytokinesis in embryo sac	1	0.12
GO:0045694	regulation of embryo sac egg cell differentiation	1	0.12
GO:0045995	regulation of embryonic development	1	0.22
GO:0009880	embryonic pattern specification	1	0.39
GO:0090698	post-embryonic plant morphogenesis	1	0.67

Supplementary Fig. 6 Gene Ontology (GO) analysis.

a Top 30% genes in the module turquoise were used for GO analysis. Top 20 GO terms by *P* values were shown.

b Some GO terms related to embryo and embryo development.

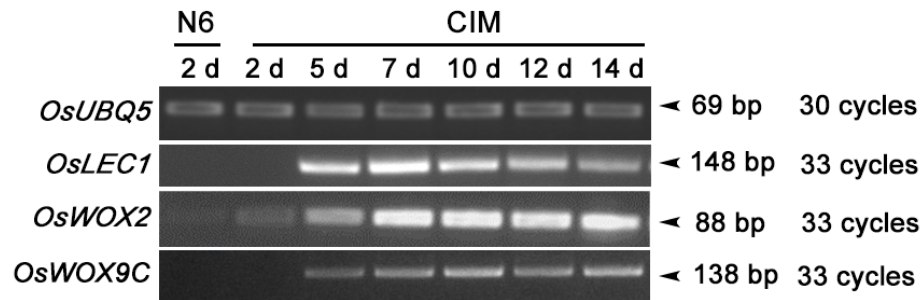

Supplementary Fig. 7 RT-PCR analysis of auxin-activated genes.

RT-PCR analyses of auxin-activated genes in wild-type seeds cultured on N6 medium or CIM, using RNA extracted from wild-type scutella. The bands of different genes are derived from different gels. The predicted band sizes were indicated. Two biological repeats were analyzed and showed the same result.

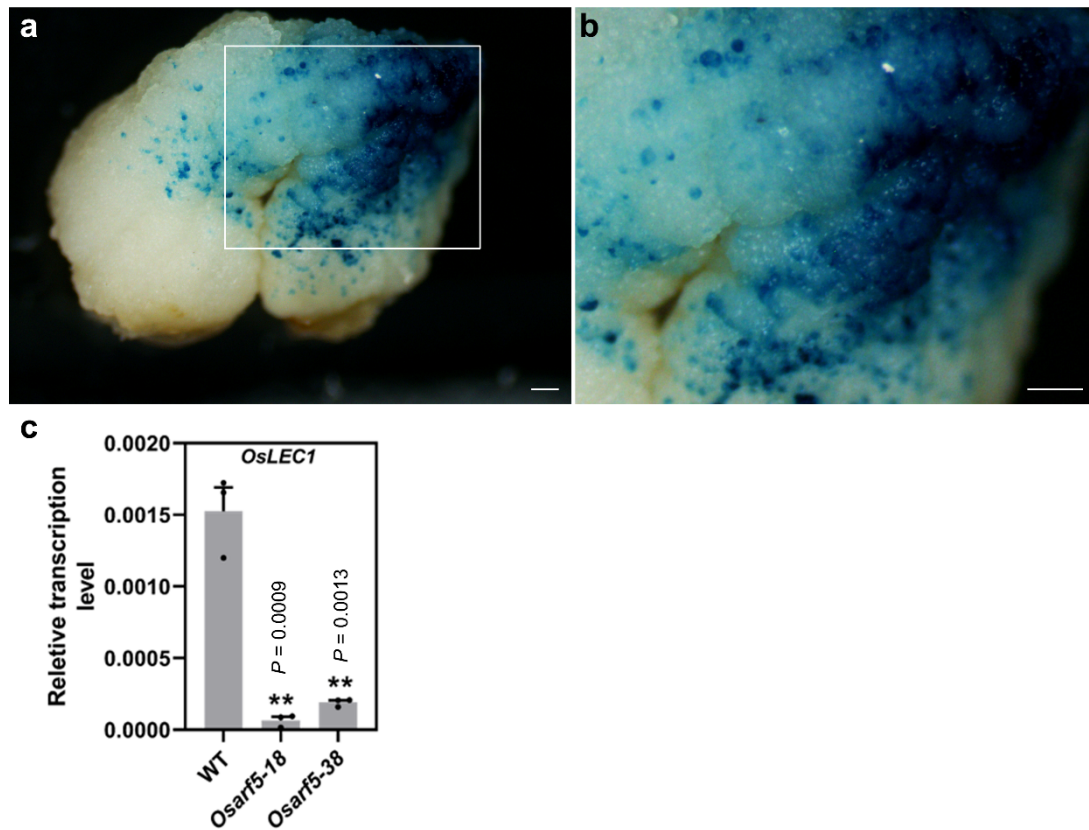

Supplementary Fig. 8 Analysis of *OsLEC1* in callus formation.

a, b GUS staining of the *OsLEC1_{pro}:GUS* seed cultured on CIM for 7 d, showing that the *OsLEC1* promoter was highly activated in scutellum-derived callus. **(b)** is the close-up view of the boxed region in **(a)**.

c qRT-PCR analysis of the *OsLEC1* expression level in calli from wild type and *Osarf5* mutants. The mature seeds were cultured on CIM for 7 days and then scutella were collected for RNA extraction. The data are presented as mean values $\pm$ s.e.m. from three biological replicates (three technical replicates in each biological replicate). The individual values are indicated by dots. $**P < 0.01$ in a two-sided Student's t-test compared with the wild-type control.

Scale bars, 500 μ m **(a, b)**.

Supplementary Fig. 9 Uncropped gel images.

The orange boxes indicate the cropped gel images used in figures.

Uncropped images of RT-PCR in Fig. 5k.

OsUBQ5

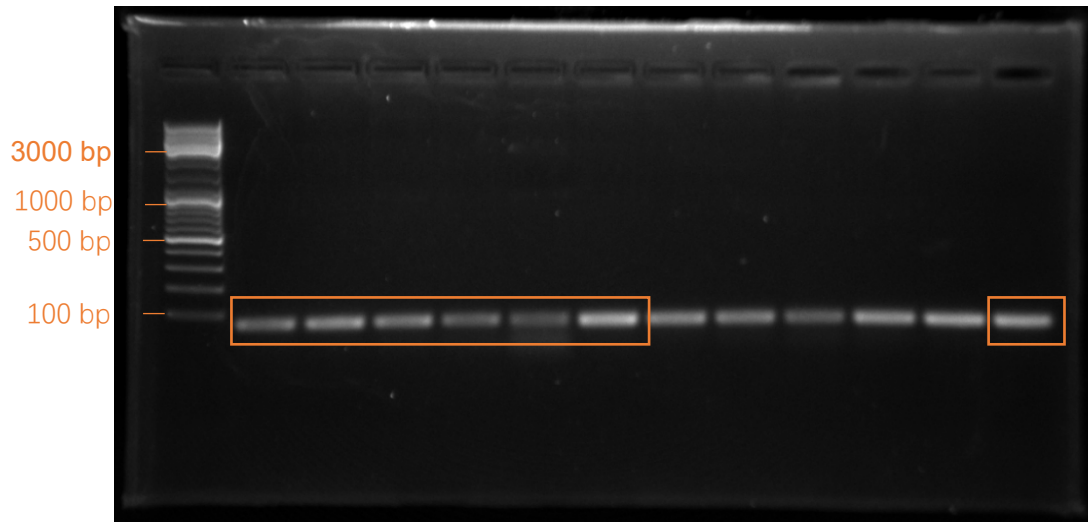

OsLEC1

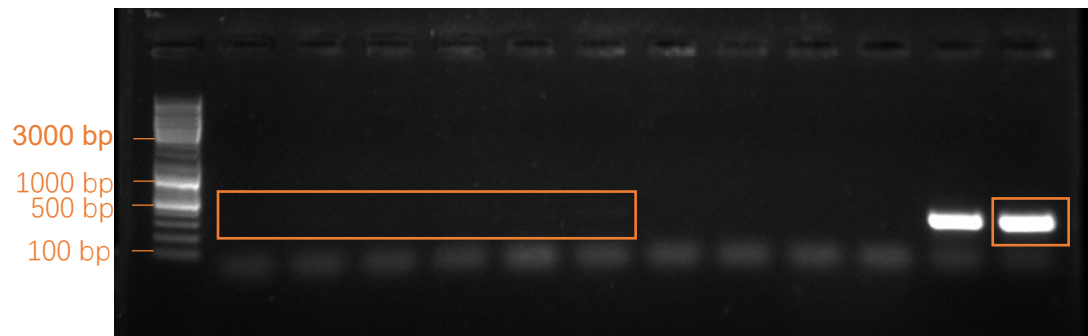

Uncropped images of RT-PCR in Supplementary Fig. 7.

OsUBQ5

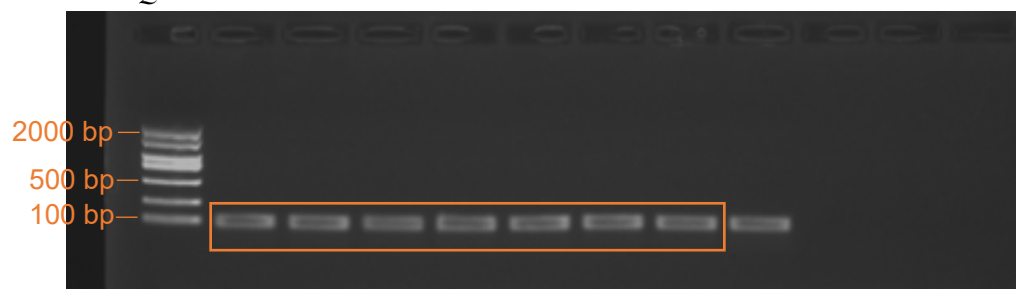

OsLEC1

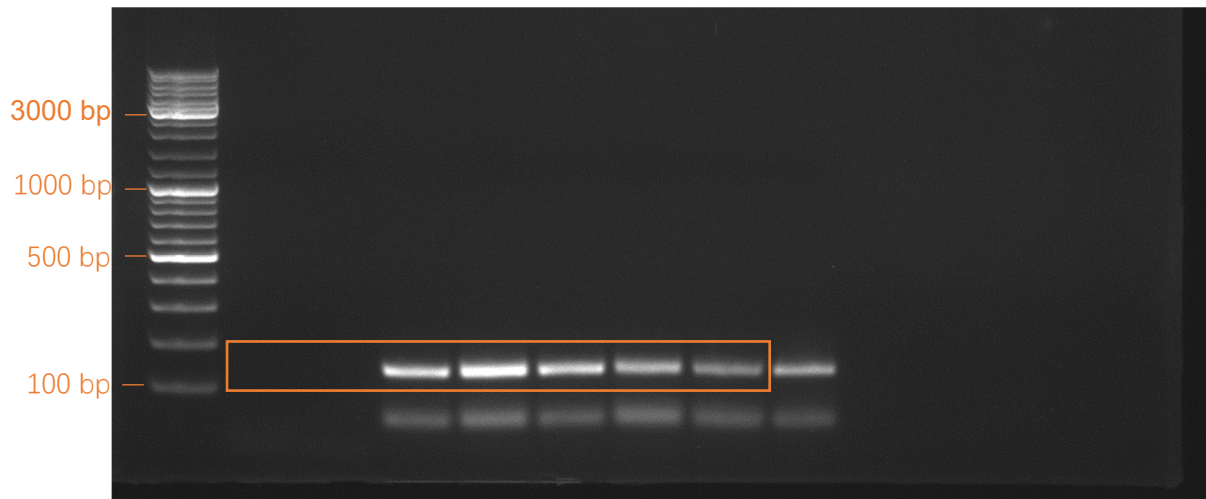

OsWOX2

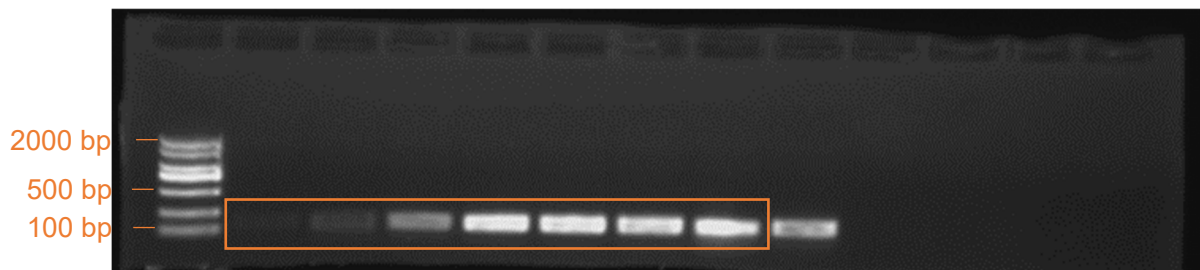

OsWOX9C

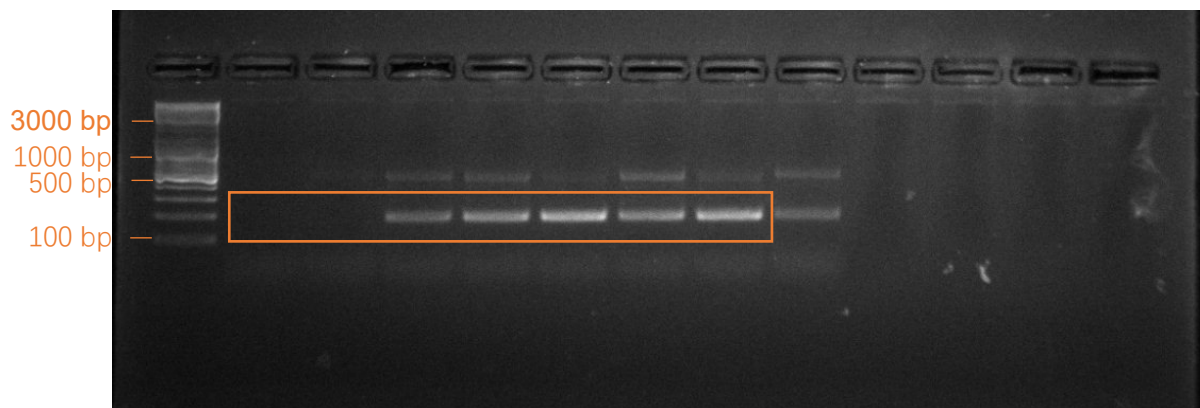

Supplementary Table 1 List of primers used in this study.

Primers for RT-PCR	Sequences (5'- 3')
OsLEC1 RT F	CGTCGGTGGGATGCTCAAGTC
OsLEC1 RT R	GGTGCTCGAAGTTGACGGTCT
OsWOX2 RT F	GAACCCGTCGTGCTTTTGGAA
OsWOX2 RT R	AGCAGTACACCTTCCAATCCC
OsWOX9C RT F	CCATCGACGATCTCACCCAG
OsWOX9C RT R	GTCGTCCATGGAATGGTGGT
OsLEC1 QRT/RT F	GGCTATACGTGAGCAGGACC
OsLEC1 QRT/RT R	CCCGGTGATGAAGCTGATGT
OsUBQ5 QRT/RT F	ACCACTTCGACCGCCACTACT
OsUBQ5 QRT/RT R	ACGCCTAAGCCTGCTGGTT

Supplementary Data 1 RNA-seq and WGCNA analysis of rice callus formed from wild-type and *35S_{pro}:OsMIR393b* scutella on CIM.

Supplementary Data 2 Numerical source data.

# Supplementary material for: Initiation of scutellum-derived callus is regulated by an embryo-like developmental pathway in rice
**Source:** Commun Biol. 2023 Apr 25;6:457. doi: 10.1038/s42003-023-04835-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Data

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** RNA-seq and WGCNA analysis of rice callus formed from wild-type and 35Spro:OsMIR393b scutella on CIM.

**File name:** Supplementary Data 2

**Description:** Numerical source data.

# Supplementary material for: Initiation of scutellum-derived callus is regulated by an embryo-like developmental pathway in rice
**Source:** Commun Biol. 2023 Apr 25;6:457. doi: 10.1038/s42003-023-04835-w
**Supplement:** Supplementary file 5 — Reporting Summary

Last updated by author(s): Apr 7, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection n/a

Data analysis n/a

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data and genetic materials used in this study are available from the corresponding authors upon request. The RNA-seq data obtained in this study have been deposited in the Gene Expression Omnibus (<http://www.ncbi.nlm.nih.gov/geo/>) under the accession number GSE179594, and can be accessed at <http://xulinlab.cemps.ac.cn/>. Sequence data from this article can be found in the Rice Annotation Project (<https://rapdb.dna.affrc.go.jp/index.html>) under the following accession numbers: OsTIR1 (Os05g0150500), OsAFB2 (Os04g0395600), OsIAA11 (Os03g0633500), OsCRL1 (Os03g0149000), OsPIN1a (Os06g0232300), OsPIN1c

(Os11g0137000), OsPIN1d (Os12g0133800), OsYUCCA1 (Os01g0645400), OsIAA4 (Os01g0286900), OsIAA5 (Os01g0675700), OsIAA26 (Os09g0527700), OsARF4 (Os01g0927600), OsARF5 (Os02g0141100), OsARF8 (Os02g0628600), OsARF12 (Os04g0671900), OsARF13 (Os04g0690600), OsARF16 (Os06g0196700), OsARF19 (Os06g0702600), OsARF23 (Os11g0523800), OsWOX2 (Os01g0840300), OsWOX9C (Os05g0564500), OsPLT1 (Os04g0653600), OsPLT2 (Os06g0657500), OsPLT5 (Os01g0899800), OsPLT6 (Os11g0295900), OsPLT7 (Os03g0770700), OsPLT9 (Os03g0232200), OsVP1 (Os01g0911700), OsLEC1 (Os02g0725700), and OsLFL1 (Os01g0713600). Uncropped gel images are available in Supplemental Fig. 9. Raw data of statistics are shown in Supplemental Data 2.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | n/a |
| Population characteristics  | n/a |
| Recruitment                 | n/a |
| Ethics oversight            | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                        |
|-----------------|----------------------------------------------------------------------------------------|
| Sample size     | Sample size is indicated in figure legends. No sample-size calculation was performed.  |
| Data exclusions | No data were excluded from the analyses.                                               |
| Replication     | Two or more biological repeats were conducted in this study.                           |
| Randomization   | The samples were randomly allocated into experimental groups.                          |
| Blinding        | The investigators were not blinded to group allocation during collection and analysis. |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |     |
|-------------------|-----|
| Study description | n/a |
| Research sample   | n/a |
| Sampling strategy | n/a |
| Data collection   | n/a |
| Timing            | n/a |
| Data exclusions   | n/a |
| Non-participation | n/a |
| Randomization     | n/a |

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |     |
|--------------------------|-----|
| Study description        | n/a |
| Research sample          | n/a |
| Sampling strategy        | n/a |
| Data collection          | n/a |
| Timing and spatial scale | n/a |
| Data exclusions          | n/a |
| Reproducibility          | n/a |
| Randomization            | n/a |
| Blinding                 | n/a |

Did the study involve field work? ☐ Yes ☒ No

## Field work, collection and transport

|                        |     |
|------------------------|-----|
| Field conditions       | n/a |
| Location               | n/a |
| Access & import/export | n/a |
| Disturbance            | n/a |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |     |
|-----------------|-----|
| Antibodies used | n/a |
| Validation      | n/a |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |     |
|----------------------------------------------------------------------|-----|
| Cell line source(s)                                                  | n/a |
| Authentication                                                       | n/a |
| Mycoplasma contamination                                             | n/a |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | n/a |

## Palaeontology and Archaeology

|                                                                                                                                                 |     |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Specimen provenance                                                                                                                             | n/a |
| Specimen deposition                                                                                                                             | n/a |
| Dating methods                                                                                                                                  | n/a |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |     |
| Ethics oversight                                                                                                                                | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |     |
|-------------------------|-----|
| Laboratory animals      | n/a |
| Wild animals            | n/a |
| Reporting on sex        | n/a |
| Field-collected samples | n/a |
| Ethics oversight        | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |     |
|-----------------------------|-----|
| Clinical trial registration | n/a |
| Study protocol              | n/a |
| Data collection             | n/a |
| Outcomes                    | n/a |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*

n/a

Files in database submission

n/a

Genome browser session  
(e.g. [UCSC](#))

n/a

### Methodology

|                         |     |
|-------------------------|-----|
| Replicates              | n/a |
| Sequencing depth        | n/a |
| Antibodies              | n/a |
| Peak calling parameters | n/a |
| Data quality            | n/a |
| Software                | n/a |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |     |
|---------------------------|-----|
| Sample preparation        | n/a |
| Instrument                | n/a |
| Software                  | n/a |
| Cell population abundance | n/a |
| Gating strategy           | n/a |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |     |
|---------------------------------|-----|
| Design type                     | n/a |
| Design specifications           | n/a |
| Behavioral performance measures | n/a |

### Acquisition

|                               |                                                                 |
|-------------------------------|-----------------------------------------------------------------|
| Imaging type(s)               | n/a                                                             |
| Field strength                | n/a                                                             |
| Sequence & imaging parameters | n/a                                                             |
| Area of acquisition           | n/a                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used |

### Preprocessing

|                            |     |
|----------------------------|-----|
| Preprocessing software     | n/a |
| Normalization              | n/a |
| Normalization template     | n/a |
| Noise and artifact removal | n/a |
| Volume censoring           | n/a |

### Statistical modeling & inference

|                                                                           |                                                                                                       |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | n/a                                                                                                   |
| Effect(s) tested                                                          | n/a                                                                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | n/a                                                                                                   |
| Correction                                                                | n/a                                                                                                   |

### Models & analysis

|                                     |                                                                       |
|-------------------------------------|-----------------------------------------------------------------------|
| n/a                                 | Involvement in the study                                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

|                                               |     |
|-----------------------------------------------|-----|
| Functional and/or effective connectivity      | n/a |
| Graph analysis                                | n/a |
| Multivariate modeling and predictive analysis | n/a |

How the deposited data were processed for this re-analysis (not part of the article)

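RNA was sequenced from scutella of wild-type rice and of 35Spro:OsMIR393b after 2, 5 or 7 d on callus-inducing medium, or 2 d on hormone-free N6 medium, with 3 libraries in each of 8 groups. According to the sample descriptions, the authors trimmed reads with Trimmomatic 0.36, aligned them to IRGSP-1.0 with HISAT2 2.1.0 and estimated expression with StringTie 1.3.4d. The methods of the paper also name UMI-tools, which the sample descriptions do not, and whether it was applied to the deposited counts is not known. The deposited table gives, for 38866 genes, an estimated count and an FPKM value per library. The counts are whole numbers with no normalization between libraries, with more genes at 4 than at 3 or 5 counts in every library, as if 1 fragment were worth about 4 counts in many genes, and every count of 0 has the FPKM value 0.0001. All columns of libraries were mapped to a condition. Of the genes, 4611 were at 0 in every library and 10843 carried a name of their own.

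Library totals ran from 50341636 to 70796624 counts (median 64857793). The floor for a fold against a group at 0 was 12 counts per library. Tested on simulated data with 3 libraries per group, 100 genes changed at each size and 29085 genes tested, a log2 change of 1.5 was called in the right direction for 77% and one of 2 for 85% of genes in the comparison of wild-type at 7 d with N6 (3 false calls), and for 53% and 68% in the difference between the genotypes at 7 d (5 false calls). The changed genes were drawn from those with a mean above 1 CPM, and no other gene had a simulated change. Far more genes changed in the data, so these shares and false calls may not carry over to them.

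Counts were rounded, filtered with filterByExpr and tested with edgeR 4.0.16 in R 4.3.3, with TMM factors and a quasi-likelihood F-test in 1 fit of the 24 libraries (16 residual degrees of freedom, 3 prior). A call needed an adjusted p under 0.05 and an absolute log2 fold change above 1. The standard errors given with edgeR were worked back from the test, as the absolute log2 fold change over the square root of F. They are therefore not separate estimates of the spread, above all for genes with a group near 0. The comparisons were each day on callus-inducing medium against N6 within a genotype, the difference between the genotypes in that change, and the line against wild-type on N6. DESeq2 1.42.0 was used at a 1.5-fold threshold for the upregulated genes, and limma 3.58.1 for camera on 35 gene lists, with a preset correlation of 0.01 and with an estimated one. With an estimated correlation 0 lists passed camera in any comparison, while the preset one passed 19 up and 2 down at 2 d and 15 up and 4 down at 7 d in wild-type, so the text rests on numbers of genes. Levels are CPM without a prior count. The log2 CPM used for eigengenes, correlations between libraries and camera had a prior count of 2. Eigengenes, permutations and figures were computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9.

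Genes named are those the study names, the 10 with the highest and the 10 with the lowest fold change in a comparison among called genes whose libraries do not overlap and whose higher group has at least 10 CPM, and the 4 members with the smallest p of each list. Of the 35 lists 30 came from words in the annotation. The alternatives tried were DESeq2, RLE factors, no filter, only the groups compared, the replicate number as a block, unadjusted p, no minimum fold, each library left out in turn, and 4 that were added after the data had been seen (library totals, counts divided by 4, limma on FPKM values, and leaving out 2 doubtful libraries). Replicate numbers did not pair the libraries: the deviations of libraries with the same number from their group means had a mean correlation of -0.008, against 0.004 for other numbers. Network construction, enrichment of Gene Ontology terms and comparison with organ-specific gene sets were not repeated, since the inputs were not at hand in full.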

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

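The tests below were chosen only after the result was seen in the case of the wrong label, the mixed library and uneven callus formation for the library that stands apart, of the segment on chromosome 11, and of the splits for the difference between the genotypes; the tests of another day and of library totals were written before.

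The change on CIM against N6 differed between the genotypes by the interaction test in edgeR. At 2 d it was more positive in wild-type for 75 genes and more negative for 84, at 5 d for 1932 and 3500, and at 7 d for 4793 and 4596. In a fit of only the groups compared the real split gave 284, 5196 and 9124 genes at 2, 5 and 7 d. At each day 40 splits were drawn from the 200 splits of the genotypes within CIM and within N6. Of these, 3, 3 and 4 gave a count as large, the real one included, and the highest others gave 739, 6276 and 9951 genes. Apart from the real one, all of those splits kept the genotypes of the CIM libraries and moved N6 libraries alone. Such splits keep the genotype difference on CIM, so the number of splits as large cannot decide about chance, which it does not exclude. Where the genotypes on CIM were mixed the highest count was 1 at each day. Of the 4596 genes at 7 d, 2058 were lower in wild-type without passing the other way in the line, and 1058 were higher in the line and not lower in wild-type, a signal in genes that the paper does not discuss. With library totals alone the difference at 7 d was 8045 more positive and 2724 more negative genes, so the balance between the directions depends on the scaling.

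Replicate 1 of 35Spro:OsMIR393b on CIM at 5 d stood apart from the other 2 libraries of its group, towards wild-type. Placed between the line (0) and wild-type (1), its median position over the 3152 genes of the pattern was 0.298 (quartiles 0.22 and 0.42). Over 13 genes that separate the genotypes in every other library its highest position was 0.089, which argues against a wild-type library under the wrong label, and its mean was 0.005, which argues against wild-type tissue or RNA in the library. Over 170 genes higher in every wild-type library on N6 and on CIM at 2 and 7 d, none of them among the genes of the pattern, the median was 0.308 (quartiles 0.16 and 0.5). Unlike the 13 genes, these moved as far towards wild-type as the genes of the pattern, which wild-type tissue or RNA could also give. They too were picked with wild-type means above the other 2 libraries at 5 d. A library of another day of the same line stays open, since over 1251 genes it lay a median of 0.357 on the log2 scale above the highest library of the other days (quartiles 0.09 and 0.71), short of the 0.5 set beforehand. Uneven callus formation among the seeds of the line could give a median above 0.1, which 0.298 is, but it stays a hypothesis found and tested on the same libraries. The genes of the pattern were picked for lying below wild-type in the other 2 libraries, which favours a position above 0, and the paper states that no tested seed of the line formed scutellum-derived callus, which goes against it.

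With library totals alone, most genes of the line on CIM at 7 d lie below N6, with a median log2 change of -0.292 (-0.346 to -0.236 without 1 library), against -0.039 with TMM factors. These medians are differences of mean log2 shares of the counts or log2 CPM, and the fitted fold changes of edgeR have medians of -0.27 and -0.02. Leaving the 10 most abundant genes of each library out of the totals gave -0.12 (-0.175 to -0.065), a range that spans the limit of -0.1 set beforehand, so these genes alone stay open as the explanation. Leaving out the 298 most abundant genes, 1% of those tested, gave -0.065 (-0.104 to -0.024), a range that also reaches past that limit. These 298 genes take 45.7% of counts at 7 d and 36.5% on N6, the first 10 of them 18.3% and 8%, and they may account for part of the shift.

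On chromosome 11, 8 genes between 5073207 and 6615523 were higher in every wild-type library than 2 times the highest library of the line, of 13 such genes in the genome, in a segment of 105 tested genes that the paper does not discuss. Os11g0201299, in the same segment, went the other way, with 1.83 ± 0.475 CPM in wild-type and 8.47 ± 2.25 in the line (SD, n = 12 each), above 2 times the highest wild-type library in every library of the line. Among them Os11g0206000 had 77.4 ± 16.9 CPM in wild-type and 0.155 ± 0.119 in the line, and the resistance genes Os11gRGA3 and Os11gRGA5 had 18.5 ± 4.41 and 18 ± 2.06 against 0.177 ± 0.136 and 0.0862 ± 0.0569 (SD, n = 12 each). OsTIR1 is another of the 13. Random sets of 13 tested genes did not reach 8 within 2 Mb in 10000 draws (permutation p = 0.0001, the smallest they can give), which argues against effects of the transgene on genes at random places. A sequence difference between the plants in this segment could give the pattern and was not tested, and no biological explanation was tested.

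Photosynthesis genes were higher in 35Spro:OsMIR393b than in wild-type on N6 for 24 of 46 genes (30 adjusted over the list alone), a comparison the paper does not report. The median log2 difference was 2.74 (2.68 with library totals, 2.23 with FPKM values), and camera gave adjusted p = 2.1e-20, and adjusted p = 0.2 with an estimated correlation.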

How the results depend on the processing

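Scaling by library totals, counts divided by 4, limma on FPKM values and leaving out 2 doubtful libraries were chosen after seeing the data. Of 880 values of 59 results of comparisons under the alternatives, 762 kept their direction and their side of the threshold or stayed within 1.5 times the count, 110 counts or values moved further, 4 were weaker, 3 stronger and 1 reversed. Of 1857 values of 97 results for single genes, 1844 stayed, 10 were weaker and 3 stronger. The cause was not tested for the changes below, apart from those that follow from the threshold itself. RLE factors and no filter on low counts moved none of the counts of genes past 1.5 times.

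With unadjusted p, higher and lower genes were 1991 and 1806 for wild-type at 2 d, 1121 and 665 for the line at 2 d, 816 more positive and 972 more negative for the difference between the genotypes at 2 d, and 1159 and 915 for the line against wild-type on N6. With no minimum fold they were 2636 and 2598 for wild-type at 2 d, 7188 and 7491 at 5 d and 7617 and 7785 at 7 d, 236 lower for the line at 2 d, 3674 and 3288 at 5 d and 6504 and 6932 at 7 d, 4180 and 5418 for the difference at 5 d, 1356 and 831 on N6, 213 transcription factors higher at 7 d, and OsAFB2 at -0.87 passed. With limma on FPKM values there were 790, 2373 and 2323 lower genes in wild-type at 2, 5 and 7 d, 193 lower at 2 d, 900 higher at 5 d and 1361 higher at 7 d in the line, differences of 181 and 208 at 2 d, 3692 and 1848 at 5 d and 2130 more negative at 7 d, 26 key genes with a weaker rise at 5 d, and OsAFB2 at -1.11.

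DESeq2 gave 676 and 283 for the line at 2 d, 287 and 355 for the difference at 2 d and 625 lower on N6. Only the groups compared gave 567 and 270 for the line at 2 d and 185 more negative at 2 d. Counts divided by 4 gave 177 lower for the line at 2 d and 151 more negative at 2 d, and the replicate block 54 more negative at 2 d. Library totals gave 3730 more positive at 5 d, 8045 and 2724 at 7 d and OsAFB2 at -1.15. Without the 2 doubtful libraries 3147 were more positive at 5 d. With an estimated correlation camera passed 0 lists in each comparison, and among genes with a mean of at least 1 CPM it passed 1 list up for the line at 7 d and 4 down for the difference at 2 d. The turquoise eigengene from FPKM values had r = -0.03 with wild-type at 2 d, reversed from 0.09, and -0.35 with the line at 7 d. Over all genes the Spearman correlation between groups was 0.938.

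With 1 library left out the line at 2 d had 217 to 300 higher and 32 to 73 lower genes, the difference at 2 d 42 to 139 more positive and 19 to 156 more negative, the difference at 5 d 1375 to 3197 more positive (3197 without replicate 1 of the line at 5 d), the line against wild-type on N6 224 to 608 higher and 162 to 517 lower, key genes with a weaker rise at 5 d 6 to 18, and the turquoise eigengene with the line at 7 d -0.45 to -0.32. Counts in wild-type at 5 d ranged from 3249 to 3491 higher and 3925 to 4319 lower, and at 7 d from 3648 to 3931 and 4039 to 4378. Depth limits what can be said of genes under 12 counts per library, for which mostly levels, calls or lower bounds are given in place of a fitted fold change. Fitted differences between the genotypes are still given for HAP3K, near that floor in the line at 7 d, and for OsLFL1, whose difference did not pass without 1 library.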

Differences from the paper's values

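Eigengene correlations in Fig. 4b differ from those computed here for 7 of 24 pairs of module and condition, counted where the sign differs or the gap exceeds the jackknife standard error of the correlation, which is 0.09 to 0.16. A pair outside the 7 can have a wider gap than one within them: for the black module and wild-type at 5 d the paper gives about 0.031, and for the green module and wild-type at 5 d about 0.35, in Fig. 4b, read by eye, against 0.17 and 0.24 here. For the turquoise module and wild-type on CIM at 2 d the paper gives about -0.014 in Fig. 4b, read by eye, and the value here is 0.09. Among the alternatives set before the data were examined, FPKM values (-0.03) fall within the paper's value, while a shorter top of the module's table (0.11) and leaving out each library in turn do not. For the green module the paper gives about 0.69 for wild-type at 7 d, about 0.059 for 35Spro:OsMIR393b at 5 d and about 0.23 for the line at 7 d in Fig. 4b, read by eye, against 0.49, 0.2 and 0.49 here. For the black module it gives about -0.017 for wild-type on N6, about -0.24 for wild-type at 7 d and about -0.31 for the line at 7 d in Fig. 4b, read by eye, against 0.02, -0.12 and -0.52 here. The alternatives were run for the turquoise module only.

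The paper states that the key genes of Fig. 4d rose gradually in wild-type on CIM and that this rise was severely impaired in 35Spro:OsMIR393b. Here 24 and 25 of the 26 were higher at 5 and 7 d than on N6 in wild-type. From 5 to 7 d 0 were called higher, and the highest mean was at 7 d for 15 and at 5 d for 11. In the line 13 were higher at 5 d, and 4 were higher and 3 lower at 7 d. The change was more positive in wild-type for 12 at 5 d and for 20 at 7 d. OsARF4, at 0.93, passes the minimum fold at 7 d with library totals alone (1.21) and with limma on FPKM values (1.19), both chosen after seeing the values.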

Other observations

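The test of other splits of the libraries was planned, while the splits used for the difference between the genotypes were chosen after results of fewer splits had been seen, and the comparisons of lists below were set with the lists.

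Several genes were higher at 7 d on CIM than on N6 in 35Spro:OsMIR393b, with a change more negative in wild-type. The metallothionein gene OsMT2c went from 414 ± 92.8 CPM on N6 to 4985 ± 737 at 7 d in the line, and from 194 ± 111 to 4.56 ± 2.34 in wild-type (SD, n = 3 each; difference between the genotypes -9, standard error 1.07, adjusted p = 2.5e-06 from edgeR). OsASR5, of a family responsive to abscisic acid, stress and ripening, went from 0.273 ± 0.289 to 736 ± 85.2 CPM in the line, and had 0.0801 ± 0.0694 and 0.279 ± 0.203 CPM in wild-type (SD, n = 3 each). OsGSTU42, a glutathione S-transferase gene, went from 42.2 ± 4.45 to 511 ± 71.1 CPM in the line (SD, n = 3 each; log2 fold change 3.6, standard error 0.23, adjusted p = 2.6e-09 from edgeR) and from 60.8 ± 8.85 to 28.6 ± 6.08 CPM in wild-type. The chitinase gene Cht9 went from 1.53 ± 0.809 to 54.9 ± 37.5 CPM in the line and was also higher in wild-type, from 0.737 ± 0.327 to 5.22 ± 1.82 CPM (SD, n = 3 each; difference between the genotypes -2.34, standard error 0.88, adjusted p = 0.036 from edgeR). The amylase gene AMY1A had 15040 ± 894 CPM on N6 and 24690 ± 4040 at 7 d in the line, and 6966 ± 950 and 446 ± 369 in wild-type (SD, n = 3 each), and its change in the line did not pass the test (log2 fold change 0.72, standard error 0.48, adjusted p = 0.24 from edgeR). Without regard to culture, OsSAMS3 had 172 ± 37.5 CPM over the 12 libraries of the line and 26.4 ± 13.3 over those of wild-type.

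In the line at 7 d, 23 of 153 cytosolic ribosomal protein genes were lower and 2 higher (23 and 2 adjusted over the list alone), with a median log2 change of -0.61, or -0.85 with library totals, under which edgeR called 51 lower and the 2 did not pass as higher; camera gave adjusted p = 4.8e-14, and adjusted p = 0.56 with an estimated correlation. In wild-type at 7 d 4 were lower and the median was -0.11, or 1 higher and 0.16 with library totals. Of 11 alpha-amylase genes 3 were higher in the line than in wild-type on N6 (8 adjusted over the list alone). At 7 d in wild-type 7 of 69 glutathione S-transferase genes were higher and 32 lower (7 and 32 adjusted over the list alone), 7 of 39 expansin genes were higher and 13 lower (8 and 14), 14 of 63 genes of pathogenesis-related proteins and chitinases were higher and 20 lower (15 and 20), 20 of 76 heat shock protein genes were higher and 17 lower (20 and 17), and 1 of 27 autophagy and senescence genes was higher and 2 lower (1 and 2), with a median of -0.14, or 0.13 under library totals. Scaled by library totals, higher and lower genes of these 5 lists were 8 and 24, 8 and 12, 17 and 17, 25 and 14, and 3 and 2. Of 25 auxin response factor genes 12 were higher and 1 lower (12 and 1). Of 4 further genes that the study names, OsTIR1, OsAFB2, OsIAA11 and OsCRL1, 2 were higher (2). On N6 the line had 531 genes higher and 351 lower than wild-type, or 224 and 204 without wild-type N6 replicate 3, 327 and 162 without replicate 1 of the line, 352 and 216 without its replicate 2, and 224 lower without wild-type N6 replicate 2.

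Of the 4232 genes higher in wild-type at 7 d, 2372 (56%) had a change more positive in wild-type than in the line. At 5 d it was 1306 of 3732 (35%) and at 2 d 66 of 1277 (5.2%). Both lists use the same wild-type libraries, and the overlap that this alone gives was not determined. The change on CIM in the line itself passed for 361 and 110 genes at 2 d, or 676 and 283 with DESeq2.

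With 10 splits of 3 libraries against 3, a share under 0.05 cannot be reached, and for every count of genes in such a comparison 1 split, the real one, had a count as large. In fits of only the groups compared, real and highest other counts were 2348 and 2, 8027 and 0, and 8638 and 0 for wild-type at 2, 5 and 7 d, 812 and 2, 2422 and 2, and 6013 and 0 for the line, and 848 and 1 on N6. For the 26 key genes they were 24 and 0 and 25 and 0 in wild-type at 5 and 7 d, for the transcription factors 142 and 0 at 7 d, and for genes upregulated at 1.5-fold 6584 and 16. For gene lists past camera with the preset correlation, real and highest other counts were 22 and 20, 20 and 17, and 19 and 17 for wild-type at 2, 5 and 7 d, 23 and 17 for the line at 2 d and 15 and 8 on N6. A split with as many lists as the real one, itself included, came up 8 times for the line at 5 d (6 and 22) and 7 times at 7 d (6 and 14).

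For the difference between the genotypes 40 of the 200 splits of the genotypes within CIM and within N6 were fitted at each day. Splits that move N6 libraries alone keep the genotype difference on CIM, so these counts cannot decide about chance, which they do not exclude. For the key genes, a number with a change more positive in wild-type as large as the real one came up 2 times at 5 d (14 genes, and 16 in the highest other split) and 4 times at 7 d (20 and 21), and for the transcription factors 5 times at 7 d (127 and 140). Each of these splits kept the genotypes of the CIM libraries, and with the genotypes on CIM mixed the highest number with edgeR was 0, in a fit of only the groups compared. For gene lists past camera it came up 8, 15 and 12 times at 2, 5 and 7 d (14 and 23, 15 and 23, and 15 and 21), among them splits with the genotypes on CIM mixed.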
